# NPAS4 supports cocaine-conditioned cues in rodents by controlling the cell type-specific activation balance in the nucleus accumbens

**DOI:** 10.1038/s41467-024-50099-1

**Published:** 2024-08-08

**Authors:** Brandon W. Hughes, Jessica L. Huebschman, Evgeny Tsvetkov, Benjamin M. Siemsen, Kirsten K. Snyder, Rose Marie Akiki, Daniel J. Wood, Rachel D. Penrod, Michael D. Scofield, Stefano Berto, Makoto Taniguchi, Christopher W. Cowan

**Keywords:** Molecular neuroscience, Genetics of the nervous system, Reward, Learning and memory

## Abstract

Powerful associations that link drugs of abuse with cues in the drug-paired environment often serve as prepotent relapse triggers. Drug-associated contexts and cues activate ensembles of nucleus accumbens (NAc) neurons, including D1-class medium spiny neurons (MSNs) that typically promote, and D2-class MSNs that typically oppose, drug seeking. We found that in mice, cocaine conditioning upregulated transiently the activity-regulated transcription factor, Neuronal PAS Domain Protein 4 (NPAS4), in a small subset of NAc neurons. The NPAS4+ NAc ensemble was required for cocaine conditioned place preference. We also observed that NPAS4 functions within NAc D2-, but not D1-, MSNs to support cocaine-context associations and cue-induced cocaine, but not sucrose, seeking. Together, our data show that the NPAS4+ ensemble of NAc neurons is essential for cocaine-context associations in mice, and that NPAS4 itself functions in NAc D2-MSNs to support cocaine-context associations by suppressing drug-induced counteradaptations that oppose relapse-related behaviour.

## Abstract (web summary)

Neuronal PAS domain protein 4 (NPAS4) is an immediate early gene, but its role in striatal circuits in drug seeking behaviour is not understood. Here the authors show that exposure to cocaine in mice results in induction of NPAS4 in a subset of nucleus accumbens (NAc) neurons, and in D2-neurons of the NAc it contributes to cocaine-associations and cocaine seeking behaviour.

## Introduction

A fundamental neurobiological mechanism underlying relapse vulnerability in substance use disorder (SUD) is the formation of powerful associations between drug-induced euphoria and the diffuse and discrete cues in the drug-use environment^1–3^. The nucleus accumbens (NAc) represents a key brain region that regulates motivated behavior, including relapse to drug seeking, and in animal models of SUD, drug experience-dependent neuronal plasticity in this region is required for future drug-seeking behavior^4,5^. The NAc comprises a large population (>90%) of GABAergic long-range projection neurons, commonly referred to as medium spiny neurons (MSNs) or spiny projection neurons^6^. MSNs are further divided into two major subpopulations that express either D1-class dopamine receptors (D1-MSNs) or D2-class dopamine receptors (D2-MSNs), which integrate motivational and reinforcement-based information from cortical and subcortical areas to facilitate goal-directed behaviors and drug seeking^7^. In rodents, drug seeking is often studied using the drug conditioned place preference (CPP) assay or the intravenous drug self-administration (SA) assay. CPP measures the formation of drug-context associations following experimenter-delivered (i.e., non-contingent) drug, whereas drug SA, followed by extinction training and reinstatement tests, models active drug use and relapse-like behavior. While many brain regions and circuits are involved in these complex addiction-related behaviors, the activation of glutamatergic inputs from the prelimbic prefrontal cortex (PFC) to the NAc core (PFC → NAc) is an essential circuit involved in cue-reinstated cocaine and heroin seeking^8–13^.

Activation of NAc D1-MSNs promotes drug reward-context associations and drug-seeking behavior; whereas, activation of D2-MSNs typically opposes these behaviors^13–23^. Indeed, optogenetic activation of D2-MSNs inhibits drug seeking by suppressing the activity of downstream brain regions, such as the dorsolateral ventral pallidum, through feedforward inhibition, while D1-MSN activity promotes cocaine-seeking behaviors^14,24–26^. These activated D2-MSNs can also directly inhibit D1-MSNs by lateral inhibition within the local NAc microcircuit to suppress drug-related behavior^14,27–29^. To add to the complexity of D1- and D2-MSN-mediated drug seeking, activity in a subpopulation of neurons that induces the immediate-early gene, *Fos*, during drug exposure is required during the future expression of many drug-related behaviors^30–32^. Although FOS is often used as a marker of recent neuronal activity, it can also be induced by other stimuli, including neurotrophins and growth factors^30,33,34^. In contrast, the calcium-dependent immediate early gene (IEG) and transcription factor, neuronal PAS domain protein 4 (NPAS4), is selectively activated by synaptic activity and L-type voltage-gated calcium channel signaling in neurons^34–38^. NPAS4 in forebrain neurons maintains microcircuit homeostasis; in pyramidal neurons, it is reported to enhance inhibitory synaptic transmission, while in somatostatin-positive interneurons, it augments excitatory synaptic transmission^34,36–41^. However, the role of NPAS4 in the regulation of striatal circuits and SUD-related plasticity and behavior is poorly understood. NPAS4 is induced rapidly and transiently in a small subset of NAc neurons during cocaine conditioning, and its NAc expression is required for cocaine CPP^42^ and cocaine locomotor sensitization^43^, but also see data herein and^42^. Therefore, understanding how NAc NPAS4 regulates cocaine-context/cue associations and cocaine-seeking behaviors provides new insights into NAc adaptations that shape SUD-relevant behaviors.

## Results

### Cocaine conditioning-induced NAc Npas4+ ensembles are required for CPP

To test the role of the small population of NAc NPAS4-inducing neurons during cocaine conditioning on drug-context associations, we generated and validated a Targeted Recombination in Activated Populations (TRAP; similar to ref. ^44^) knock-in mouse with tamoxifen-sensitive Cre recombinase expressed with the endogenous NPAS4 coding sequence as a cleavable fusion protein under the control of the *Npas4* gene (i.e., NPAS4-P2A-Cre-ERT2 or NPAS4-TRAp2a) (Figs. 1A and S1A, B). Following infusion of a neurotropic virus expressing Cre-dependent inhibitory DREADD (AAV2-DIO-hM4Di-mCherry) or negative control (AAV2-DIO-mCherry) into the NAc of NPAS4-TRAp2a mice (Figs. 1A and S1C), we administered tamoxifen (4OHT, 20 mg/kg; i.p.) immediately following either cocaine (7.5 mg/kg, i.p.) or saline (0.9%, w/v) conditioning sessions to induce stable expression of Gi-DREADD (or mCherry control) in the Npas4+ neurons (Fig. 1B). Injection of clozapine-N-oxide (CNO, 5 mg/kg; i.p.) to inhibit the cocaine-TRAPed ensemble during the post-test significantly reduced cocaine CPP in Gi-DREADD-expressing animals (Figs. 1C and S1D), with no effect observed in mCherry-only controls (Figs. 1D and S1E). When 4OHT was administered following saline, rather than cocaine, conditioning sessions, a similar number of NAc neurons were recruited to the Npas4+ ensemble (Fig. S1G), presumably encoding information about the saline-paired context. However, Gi-DREADD-mediated inhibition of this saline-TRAPed ensemble had no effect on cocaine CPP (Figs. 1E and S1F). No differences were observed in total locomotor activity during the post-test session for either the cocaine- or saline-TRAP experiments (Fig. S1H, I), suggesting that our CPP findings were not due to unanticipated effects of CNO administration on general activity levels. Notably, we also observed that ∼40% of the Npas4+ cells TRAPed during the initial two sessions of either cocaine or saline conditioning re-induced NPAS4 expression (as detected by immunohistochemistry) during an additional, third conditioning session (Fig. S1J), suggesting that a subset of the cells activated during the initial context conditioning were reactivated with repeated exposures.

**Fig. 1:**
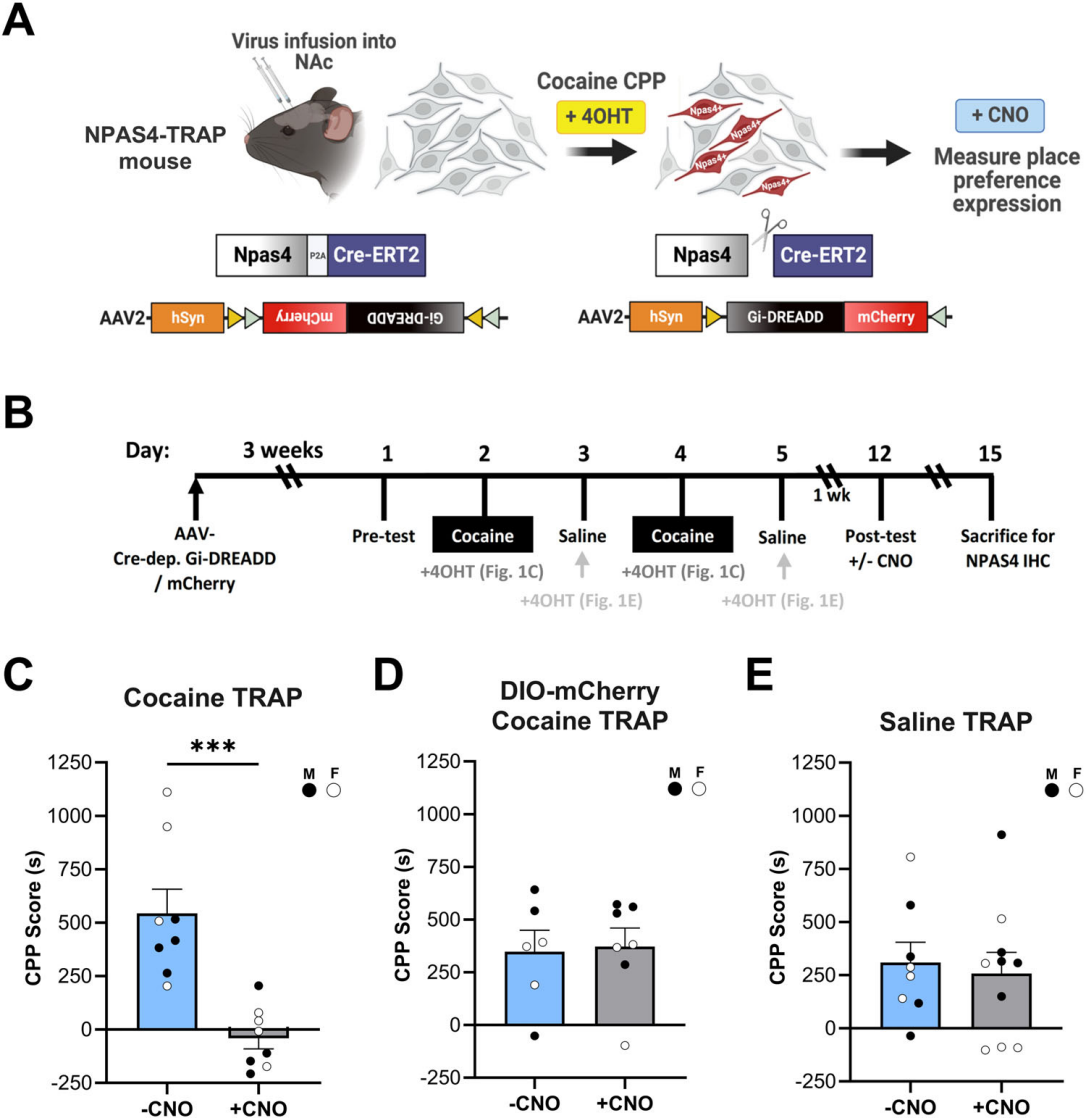
Cocaine conditioning-induced NAc Npas4+ ensemble is required for CPP. **A** Experimental design for Gi-DREADD-mediated manipulation of the NAc Npas4+ ensemble using newly generated NPAS4-TRAP mice. **B** Experimental timeline for cocaine CPP, including the timing of 4OHT injections for both cocaine conditioning and saline conditioning TRAP experiments. **C** Inhibition of the cocaine-conditioned NPAS4-TRAP population during the post-test significantly decreases CPP expression (*n* = 8 mice/group; unpaired *t*-test, *t* = 4.688, df = 14, *p* = 0.0003). **D** CNO administration in animals injected with a control virus lacking hM4Di has no effect on cocaine CPP expression (*n* = 6 and 7 mice/group). **E** Inhibition of the NPAS4 ensemble captured during saline conditioning sessions also has no effect on cocaine CPP expression (*n* = 8 and 10 mice/group). CPP scores are calculated as time in the cocaine paired chamber minus time in the unpaired chamber during the post-test. Pre-test scores are shown in Fig. S1. Data are shown as mean ± SEM; ***p < 0.001. Source data are provided in the Source Data file.

### NPAS4 is induced by cocaine conditioning predominantly in medium spiny neurons

We crossed the NPAS4-TRAp2a mice with the reporter line, *Ai14* (R26-LSL-tdTomato) and administered 4OHT during two cocaine conditioning sessions and then performed in situ hybridization with RNAscope probes for dopamine D1 or D2 receptor mRNAs (*Drd1a* and *Drd2*, respectively). We observed that 76% of NAc NPAS4-TRAPed neurons expressed either *Drd1a* (49%) or *Drd2* (27%) (Fig. 2A). Importantly, NPAS4-TRAp2a:Ai14 animals that did not receive tamoxifen possessed one or fewer tdTomato-positive cells in the NAc (Fig. S2A), confirming the high fidelity of tamoxifen-dependent recombination in this new TRAP line. Using D1-tdTomato x D2-eGFP reporter mice and immunohistochemistry, we observed approximately 49% overlap of NPAS4 protein-positive neurons with either tdTomato or eGFP after cocaine conditioning (Fig. S2B). Similar to the RNAscope results, we detected more NPAS4+ D1-tdTomato cells (∼60%) than NPAS4+ D2-eGFP cells (∼40%), and we detected an NPAS4+ population that was negative for both tdTomato (D1) and eGFP (D2).

**Fig. 2:**
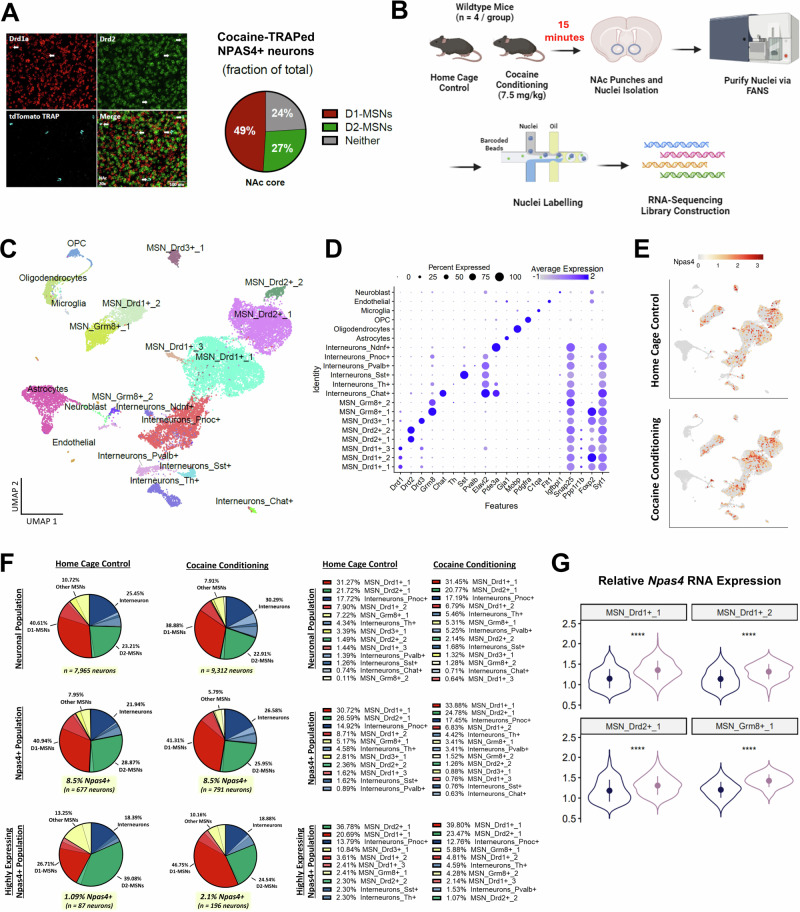
NPAS4 is induced by cocaine conditioning predominantly in MSNs. **A** Representative RNAscope images (left) with probes for Drd1a, Drd2, and tdTomato in NAc slices of NPAS4-TRAP/Ai14 mice that received 4OHT after two cocaine conditioning sessions and quantification (right) of co-localized tdTomato (*Npas4*) expression with Drd1a or Drd2 markers (*n* = 11 mice). **B** Experimental design for snRNA-seq (*n* = 4 mice/group). **C** Uniform manifold approximation and projection (UMAP) plot of NAc single cells colored by cell type. Cell types were defined using known markers and confirmed by predictive modeling using a single-cell NAc atlas (see “Methods” and Fig. S2). **D** Dot plot showing the cluster-specific markers used to generate UMAP. Gray, low gene expression; dark blue, high gene expression. The size of the circle represents the percentage of cells expressing highlighted genes. **E** Nebulosa plots depicting *Npas4* expression in the home cage and cocaine conditioning experimental groups. **F** Pie charts showing the cell type distribution of neuronal populations (top), *Npas4+* populations (middle), and the highest *Npas4*-expressing populations. **G** *Npas4* expression is significantly increased for Drd1+_1, Drd1+_2, Drd2+_1, and Grm8+_1 cell types after cocaine conditioning (nuclei collected from *n* = 4 mice/group; Wilcoxen rank-sum test). Data are shown as mean ± SEM; ****p < 0.0001. Source data are provided in the Source Data file (**A**, **F**) or see “Data availability” for source data (**C**–**E**, **G**).

To fully characterize the NAc cell populations that express *Npas4*, we performed single-nucleus RNA-sequencing (snRNA-seq) of NAc tissue isolated from wild-type (WT) mice either directly from the home cage or 15 min after a single cocaine conditioning session (7.5 mg/kg, i.p.) (Fig. 2B), a time point previously shown to represent peak *Npas4* mRNA expression^42^. Based on quality control stringency and unsupervised clustering (Fig. S2C–E), we defined and analyzed NAc cell-type clusters, including subgroups of D1- and D2-MSNs, interneurons (e.g., Pvalb+, Sst+, ChAT+), and non-neuronal cells such as microglia, astrocytes, and oligodendrocytes (Fig. 2C and Supplementary Data 1). Of note, the observed interneuron population in this experiment was higher than generally reported for the NAc and is largely driven by a relatively high number of Pnoc+ neurons. It’s possible that this cluster arises from BNST contamination, where Pnoc+ cells are highly expressed^45^. Regardless, all quantitative comparisons were made within experiment, relative to the sampled population, to help account for the variability that often arises across single-cell sequencing experiments. We also observed a small, non-canonical MSN cluster (MSN_Grm8+) associated with *Grm8* (metabotropic glutamate receptor 8) expression, as previously reported by several studies^46–49^. These clusters were defined by specific, previously published gene cluster markers of NAc cell types, such as the enrichment of *Drd1* in three subclusters (Fig. 2C, D)^49–51^. *Npas4* mRNA expression was detected almost exclusively in neurons, with ∼8.5% of the total neuronal population in either the home cage control or cocaine conditioning groups identified as *Npas4*+ (Fig. 2E, F). We observed a similar distribution of *Npas4*+ cell types in each group (i.e., 40% D1-MSNs, 25% D2-MSNs, 21–27% interneurons, and 5–8% D3- or Grm8-MSNs), a distribution similar to the total neuronal population sampled in this experiment. While these data indicate the presence of a similar number of *Npas4* mRNA-positive nuclei between the groups, we expected that cocaine conditioning would induce higher *Npas4* mRNA expression in a small subpopulation. Indeed, cocaine conditioning significantly increased overall *Npas4* mRNA expression in the MSN_Drd1+_1, MSN_Drd1+_2, MSN_Drd2+_1, and MSN_Grm8+_1 cell clusters (Fig. 2G). To determine the cell types of “highly expressing” *Npas4*+ neurons, we examined the top quartile of *Npas4* RNA expression in the treatment groups. We observed *Npas4* RNA expression above this threshold in approximately 2% of neurons from the cocaine conditioning group compared to only 1% of neurons from the home-cage control group (Fig. 2F). The largest Npas4+ cell types induced by cocaine conditioning was the MSN clusters (i.e., 47% D1-MSNs, 25% D2-MSNs) (Fig. 2F). Given that non-canonical Grm8-MSNs comprise ∼2–6% of *Npas4*+ cells, we confirmed the expression of *Npas4* mRNA in Grm8-expressing MSNs of the NAc using RNAscope (Fig. S2F). Finally, to investigate potential unique transcriptomic features of neurons recruited to the *Npas4*+ ensemble during cocaine conditioning, we conducted an additional analysis of differentially expressed genes (DEGs) in *Npas4* mRNA*-*positive vs. -negative nuclei (Supplementary Data 2). We found 1463 significant DEGs across all cell types, including 206 and 254 DEGs in the D1- and D2-MSN clusters, respectively. Functional enrichment analysis of these clusters revealed DEGs linked to learning, memory, and synapse organization, among others (Fig. S2G, H), suggesting possible unique features of the cell populations that express *Npas4* mRNA. Interactive snRNA-seq data from this experiment is available at https://bioinformatics-musc.shinyapps.io/Jessica_NAc_Cocaine_Npas4/.

### NPAS4 functions in D2R-expressing neurons to promote cocaine-seeking behaviors

To test possible cell type-specific role(s) for NPAS4 in NAc D1R- and D2R-positive neurons, we generated and validated a neurotropic, Cre-dependent *Npas4* shRNA virus (AAV2-SICO-shNpas4) in male and female *Drd1a*-Cre or *Drd2*-Cre mice^52,53^ (Figs. 3A and S3A–F). Following bilateral intra-NAc viral injections (Figs. 3A and S3G), we tested the mice sequentially in the cocaine CPP and a two-injection cocaine locomotor sensitization test (see methods for details) (Fig. 3B). Selective reduction of NPAS4 in NAc D1R-expressing neurons had no significant effect on cocaine CPP (Figs. 3C and S3H), cocaine-induced locomotion, or cocaine locomotor sensitization (Fig. S3J). In contrast, reduction of NPAS4 in D2R-expressing neurons completely abolished cocaine CPP (Figs. 3D and S3I), and it produced a very modest, but statistically significant, reduction of cocaine-induced locomotion (i.e., main effect of virus on cocaine injection days) (Fig. S3K). To increase our confidence that NPAS4 is required in NAc D2R+ neurons for cocaine CPP, and not due to off-target effects of the shRNA, we designed and validated an additional, sequence-independent shRNA (shNpas4-2) (Fig. S3L, M) and observed a significant reduction of cocaine CPP in the *Drd2*-Cre mice (Fig. S3N, O).

**Fig. 3:**
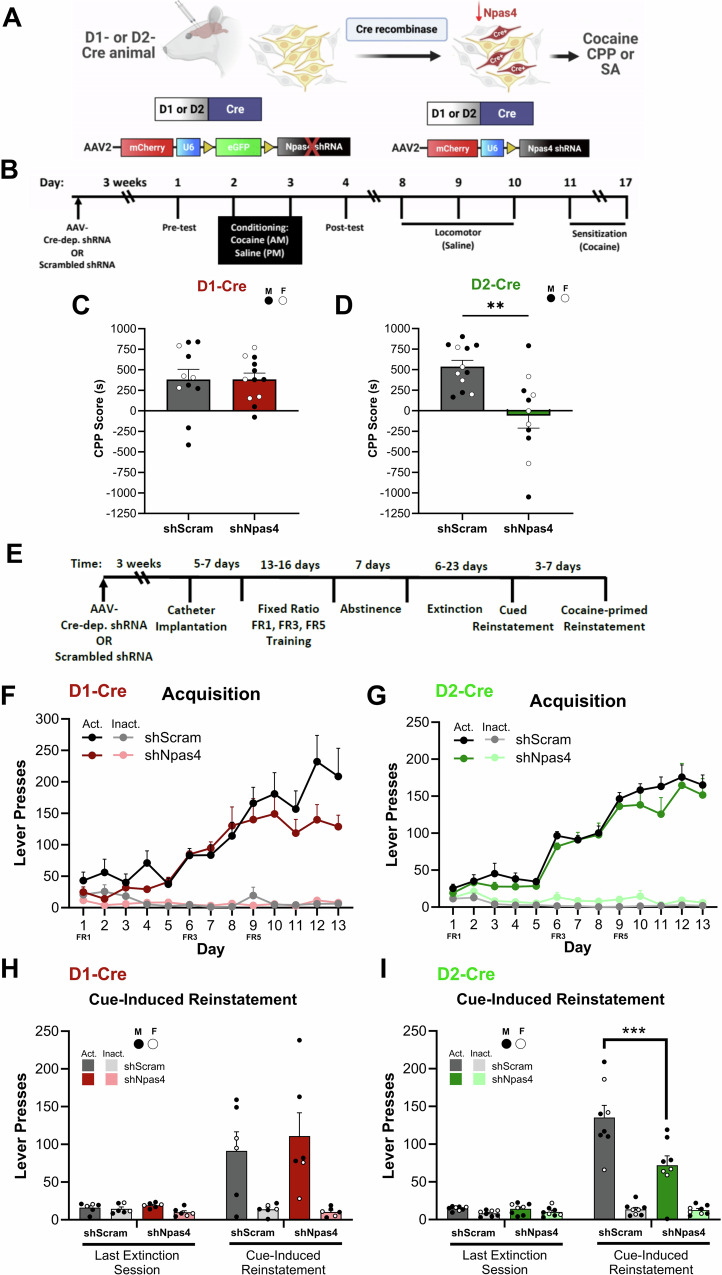
NPAS4 functions in NAc D2-MSNs to promote cocaine-seeking behaviors. **A** Experimental design using Cre-dependent *Npas4* shRNA in D1- or D2-Cre mice (CPP) and rats (IVSA). **B** Timeline of cocaine CPP and locomotor sensitization. **C** Cocaine CPP in D1-Cre (*n* = 11, 12 mice/group) and (**D**) D2-Cre mice (*n* = 11, 12 mice/group; unpaired *t*-test, *t* = 3.578, df = 21, *p* = 0.0018). **E** Timeline of cocaine SA. **F** Lever presses during acquisition of cocaine SA following NPAS4 knockdown in D1-Cre (*n* = 6 rats/group) and (**G**) D2-Cre rats (*n* = 8 rats/group). **H** Cue-induced reinstatement of cocaine seeking in D1-Cre (*n* = 6 rats/group) and (**I**) D2-Cre rats (*n* = 8 rats/group; two-way RM ANOVA with multiple comparisons, *p* = 0.0003). Data shown are mean ± SEM; **p < 0.01, ***p < 0.001. Source data are provided in the Source Data file.

We next employed the rat intravenous cocaine self-administration (SA) assay, a robust SUD model that incorporates volitional drug use and relapse-associated behaviors, such as cue-reinstated drug seeking^54^. Using NAc-validated D1-Cre or D2-Cre BAC transgenic rats^55^, we infused Cre-dependent shNpas4 or shScram viruses into the NAc core (NAcore)—a NAc subregion required for cue-reinstated cocaine seeking (Fig. S4I)^4,5^. Following 2 weeks of daily, 2-h cocaine SA sessions in D1- or D2-Cre rats (Fig. 3E), we observed no significant differences produced by shNpas4^NAcore^ on cocaine SA acquisition, number of drug infusions, operant discrimination of the active vs. inactive lever, or extinction of responding on the lever formerly paired with cocaine (Figs. 3F, G and S4A–C, E–G). We then presented the rats with the non-extinguished light and tone cues formerly linked with drug delivery and measured drug-seeking behavior (i.e., non-reinforced pressing of the drug-paired lever). While NAcore shNpas4^D1-Cre^ appeared to have no effect on cue-reinstated drug seeking (Fig. 3H), NAcore shNpas4^D2-Cre^ significantly reduced cue-reinstated drug seeking (Fig. 3I). Of note, there was relatively high variability in cued seeking of the D1-Cre rats, potentially precluding our ability to detect an effect. Indeed, in this dataset, we observed an effect size (*f*) of 0.132 on the non-significant interaction of virus and session, and a power analysis determined that a total sample size of 132 animals would be required to achieve a power of *β* = 0.85. Importantly, however, in the D2-Cre rats we observed an effect size of 0.85 and achieved a power of *β* = 0.99. Also of note, NAcore shNpas4 had no effect on cocaine-primed reinstatement in either D1- or D2-Cre rats (Fig. S4D, H), suggesting that NAcore NPAS4 plays a selective role in external drug-cue associations. Next, we tested whether NPAS4’s NAc D2-MSN role in cue-reinstated cocaine seeking was due to general reward-related cue associations. Using a similar operant sucrose SA design in D2-Cre rats (Fig. S4J), we observed no effects of NAcore shNpas4^D2-Cre^ on the acquisition or extinction of sucrose SA (Fig. S4K, N), but in contrast to reduced cue-reinstated cocaine seeking, we observed a significant increase in cue-reinstated seeking of sucrose (Fig. S4O). NAcore shNpas4^D2-Cre^ had no effect on sucrose-primed seeking behavior (Fig. S4P). Taken together, our data reveal essential roles for NPAS4 in NAc D2-MSNs in both contingent and non-contingent models of drug seeking and opposing roles for cue-induced seeking of cocaine versus sucrose.

### NPAS4 regulates the preponderant activation of NAc D1-MSNs following cocaine conditioning

Since activation of NAc D2-MSNs reduces drug-seeking behaviors^7,14–16,18–23,25,56–59^ and loss of NPAS4 in NAc D2-expressing neurons reduced both cocaine CPP and cue-reinstated cocaine seeking, we next assessed the cell type-specific effects of NPAS4 knockdown on the activation balance of NAc D1-MSNs and D2-MSNs after cocaine conditioning (Fig. 4A) using the activity-regulated IEG, FOS, as an indicator of recent neural activity. We injected Cre-dependent shScram or shNpas4 into the NAc of D1- and D2-Cre mice and observed that ∼60% of FOS+ NAc cells in control shScram animals were either D1-positive (Fig. 4C, left) or D2-negative (Fig. 4D, left), while ∼40% of FOS+ neurons were either D2-positive (Fig. 4D, left) or D1-negative (Fig. 4C, left), as expected from prior literature^60,61^. While knockdown of NPAS4 in NAc D1-cells had no effect on the D1:D2 FOS+ ratio (Fig. 4C), NPAS4 knockdown in NAc D2-cells produced a significant shift in the D1:D2 FOS+ ratio (Fig. 4D), characterized by a significant increase in the proportion of FOS+ D2-positive cells and a significant reduction in the proportion of FOS+ D2-negative cells. In the D2-Cre mice with NPAS4 knockdown, we observed no difference in the total number of cocaine conditioning-induced FOS+ neurons compared to shScram controls (Fig. S5A), but there was a significant interaction between virus and cell-type for the number of FOS+ cells (Fig. S5B), with a statistical trend toward an increase in FOS+ D2-positive cells in the shNpas4 condition (Fig. 4D). Consistent with this observation of a D1:D2 activation shift, after cocaine conditioning we observed a significant reduction in FOS+ neurons in the dorsolateral ventral pallidum (dlVP) (Fig. 4E, F), a key projection target of NAc D2-MSNs that is required for cued drug seeking^14,18,24,25,62–64^.

**Fig. 4:**
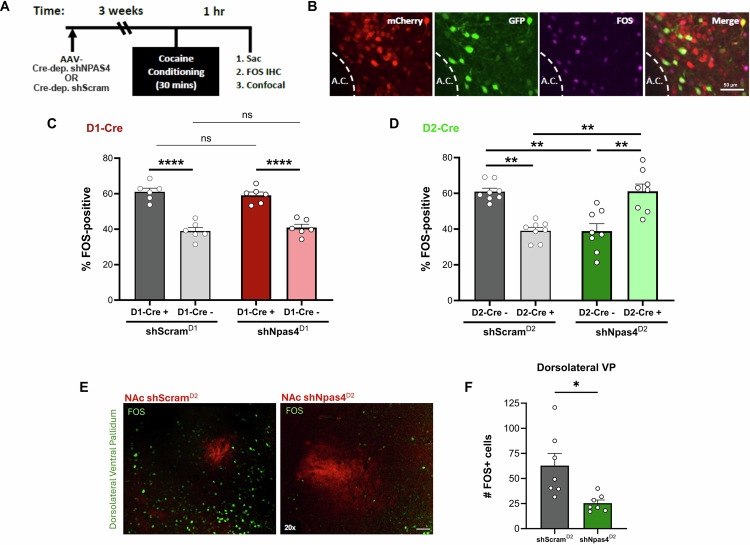
NPAS4 regulates the preponderant activation of NAc D1-MSNs following cocaine conditioning. **A** Timeline for cocaine CPP and FOS IHC. **B** Representative FOS IHC images showing Cre-dependent *Npas4* shRNA in the NAc of D2-Cre mice. **C** Quantification of FOS expression in D1- (*n* = 6 mice/group; two-way ANOVA, sig. main effect of cell type, *f* = 105.7, df = 1,20, *p* = <0.0001) and (**D**) D2-Cre mice (*n* = 8 mice/group) after cocaine CPP, including effects on “putative” MSNs after cell type-specific NPAS4 knockdown (two-way ANOVA with multiple comparisons, df = 28, *p* = 0.0002). **E** Representative image showing FOS expression in the dlVP surrounding mCherry-labeled fibers from the NAc. **F** Quantification of FOS expression in the dlVP after NPAS4 knockdown in NAc D2-MSNs (*n* = 8 and 7 mice/group; unpaired *t*-test, *t* = 2.973, df = 12, *p* = 0.0116). Data shown are mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided in the Source Data file.

### NPAS4 regulates the cocaine conditioning transcriptome in NAc D2-MSNs

To investigate the gene expression programs regulated by both cocaine conditioning and NPAS4, we performed snRNA-seq of NAc tissue isolated from wild-type mice expressing either AAV2-shNpas4 or AAV2-shScram virus. 

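Nuclei of the nucleus accumbens (NAc), a striatal region built largely of medium spiny neurons (MSNs), were collected from 4 groups of 12-week-old wild-type mice, with 4 mice per group. The groups were saline conditioning with the scrambled virus (S-shScram), cocaine conditioning with the scrambled virus (C-shScram), saline conditioning with the knockdown virus (S-shNPAS4) and cocaine conditioning with the knockdown virus (C-shNPAS4). Cocaine was given at 7.5 mg/kg, and tissue was taken 24 h after the last session. The nuclei of the mice of a group entered 1 droplet-based 3' library, so each condition has 1 library and no test across libraries was made. In droplet sequencing each nucleus is marked by a 16-base barcode, and each captured transcript is assigned to a gene of a fixed feature list. The barcode lists hold 2668594 barcodes for S-shScram, 2780161 for C-shScram, 2467636 for S-shNPAS4 and 3058781 for C-shNPAS4. These are all barcodes seen in a library, empty droplets included, so they give neither the number of nuclei nor the depth of a library. The feature lists of the 4 libraries are identical and hold 55404 features. Besides the mouse genes they contain Egfp, the green fluorescent protein that the virus carries, and Npas4 itself (ENSMUSG00000045903.9, chromosome 19 from 4984355 to 4990316 on the minus strand of GRCm38). The authors made these lists with Cell Ranger 6.1.2 on mm10 and carried out their later steps in Seurat 4.1.0. A matrix of counts was not analysed here, so the knockdown of Npas4 was not measured and no expression value was recomputed for any cluster.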

Mice were subjected to either cocaine (7.5 mg/kg; i.p.) or saline-only CPP, and 24-h after the last conditioning session, NAc tissues were rapidly extracted and processed for snRNA-seq (Fig. 5A). As NPAS4 induction is very rapid and transient, we chose to examine the 24-h time point to detect more stable, downstream NPAS4-dependent DEGs in D2-MSNs that are associated with the reduced expression of cocaine CPP behavior. Using the same, previously described approach (Fig. S5C–F), we first defined and analyzed the NAc cell-type clusters (Fig. 5B, C and Supplementary Data 3). Similar to our other snRNA-seq experiments (Fig. 2), we found that *Npas4* mRNA expression was detected almost exclusively in neurons, with the vast majority (∼85%) found in MSN clusters, including MSN_Drd2+, MSN_Drd1+, and MSN_Grm8+ (Fig. 5D, E). Interestingly, cocaine conditioning produced DEGs in MSNs (Fig. 5F), interneurons, and non-neuronal cells, including astrocytes and oligodendrocytes (Fig. S5G), and neuronal *Npas4* mRNA knockdown, combined with cocaine conditioning, increased the number of MSN and non-neuronal DEGs (Fig. 5G), the latter presumably due to cell non-autonomous effects of neuronal NPAS4 knockdown (Fig. S5G).

**Fig. 5:**
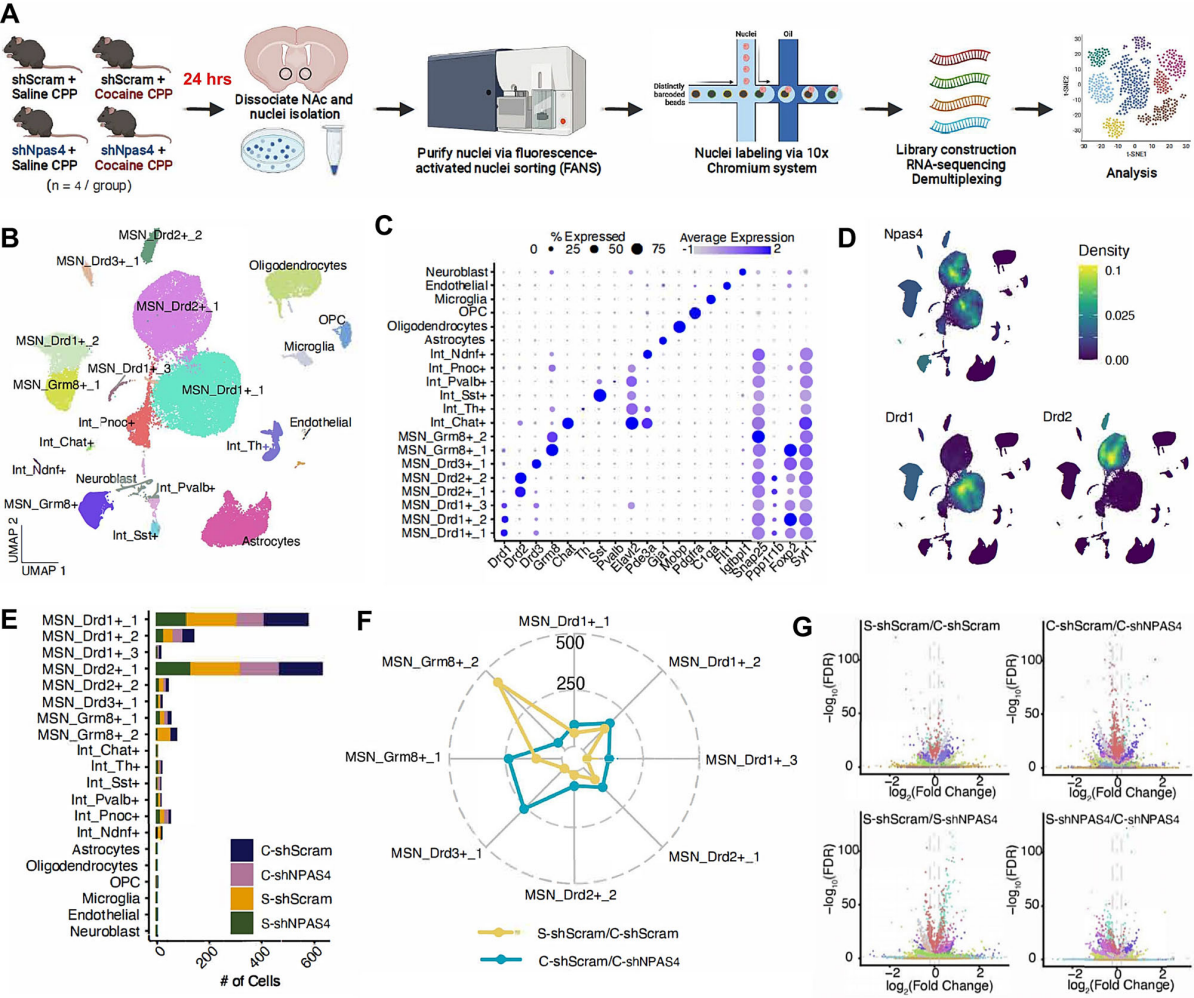
NPAS4 regulates the cocaine-conditioned NAc transcriptome. **A** Experimental design for snRNA-seq (*n* = 4 mice/group). **B** Uniform manifold approximation and projection (UMAP) plot of NAc single cells colored by cell type. Cell types were defined using known markers and were confirmed by predictive modeling using a single-cell NAc atlas. **C** Dot plot showing the cluster-specific markers used to generate UMAP. Gray, low gene expression; dark blue, high gene expression. The size of the circle represents the percentage of cells expressing highlighted genes. **D** Nebulosa plots depicting NPAS4 expression in D1-, D2-, and Grm8-MSNs. **E** Number of NPAS4 cells in each cluster, colored by experimental replicate. **F** Radar plot showing the number of differentially expressed genes in each identified MSN cell type. The comparison between saline and cocaine CPP shScram control groups is shown in yellow, and the comparison between cocaine CPP shScram and shNpas4 is shown in blue. DEGs are defined by FDR < 0.05 and abs(log_2_(FC)) > 0.2. **G** Volcano plots highlighting the transcriptomic differences in each comparison, colored according to cell type-specific clusters. *Y*-axis corresponds to the log_10_(FDR) and *x*-axis corresponds to the log_2_(Fold Change). See “Data availability” for source data.

To determine cell type-specific transcriptomic influences of NAc NPAS4 that might be relevant to its role in facilitating drug-related behavior, we next conducted a targeted analysis of DEGs across all four experimental conditions specifically in the D2-MSN cell cluster. We detected 332 DEGs (Figs. 5F and 6A, D) in the *Drd2*-positive cell cluster following cocaine conditioning, with the vast majority of the DEGs significantly upregulated with *Npas4* knockdown. Interestingly, at the 24-h post-conditioning timepoint, we detected only 24 unique genes that were significantly altered in the D2-MSN cluster (Fig. 6D). Analysis of DEGs from the cocaine conditioning animals revealed enrichment for genes linked to cocaine, amphetamine, brain development, and synapses (Fig. 6B, top). Under saline-only CPP conditions, we observed that shNpas4 altered the expression of 334 genes, including *Penk*, *Calm1*, *Cartpt*, and *Camkv*, and *Cacna1h* (Fig. 6A), suggesting an important role for NPAS4 in the cocaine-independent D2-MSN transcriptome. In the cocaine CPP-treated condition, shNpas4 produced many DEGs, such as *Calm1*, *Cartpt*, *Reln*, *Penk*, and *Robo2* (Fig. 6A and Supplementary Data 4), with reported functions related to cocaine, amphetamine, synapses, neuronal projections, dendrites, and dopamine (Fig. 6B, bottom). Of the DEGS regulated by both cocaine and NPAS4, a few genes were of particular interest, including *Shisa9* and *Cartpt* (Fig. 6E). *Shisa9* is involved in regulating neuronal plasticity^65^, while *Cartpt* (cocaine and amphetamine-regulated transcript prepropetide) overexpression negatively regulates cocaine CPP^66^. We also investigated genes downregulated by cocaine, but upregulated by shNpas4, such as *Penk* and *Tac1* (Fig. 6F). When we analyzed DEGs in the major D1-MSN cluster (Fig. S6A), we found that shNpas4 had a smaller impact on D1-MSN gene expression compared to D2-MSNs (i.e., 195 in the saline condition and 96 in the cocaine condition; Fig. S6D), and functional analysis of D1-MSN DEGs revealed enrichment for genes linked to cocaine, synapse organization and signaling, neuronal development, and dopamine-regulated processes (Fig. S6B). A comparison of shNpas4 DEGs in D1- and D2-MSNs revealed non-overlapping DEGs (Fig. S6D); however, a majority of the DEGs were expressed in both cell types, and most of the overlapping DEGs showed a similar magnitude and direction of change (Fig. S6E). Interactive snRNA-seq data from this experiment is available at https://bioinformatics-musc.shinyapps.io/Hughes_NAc_Cocaine_NPAS4/.

**Fig. 6:**
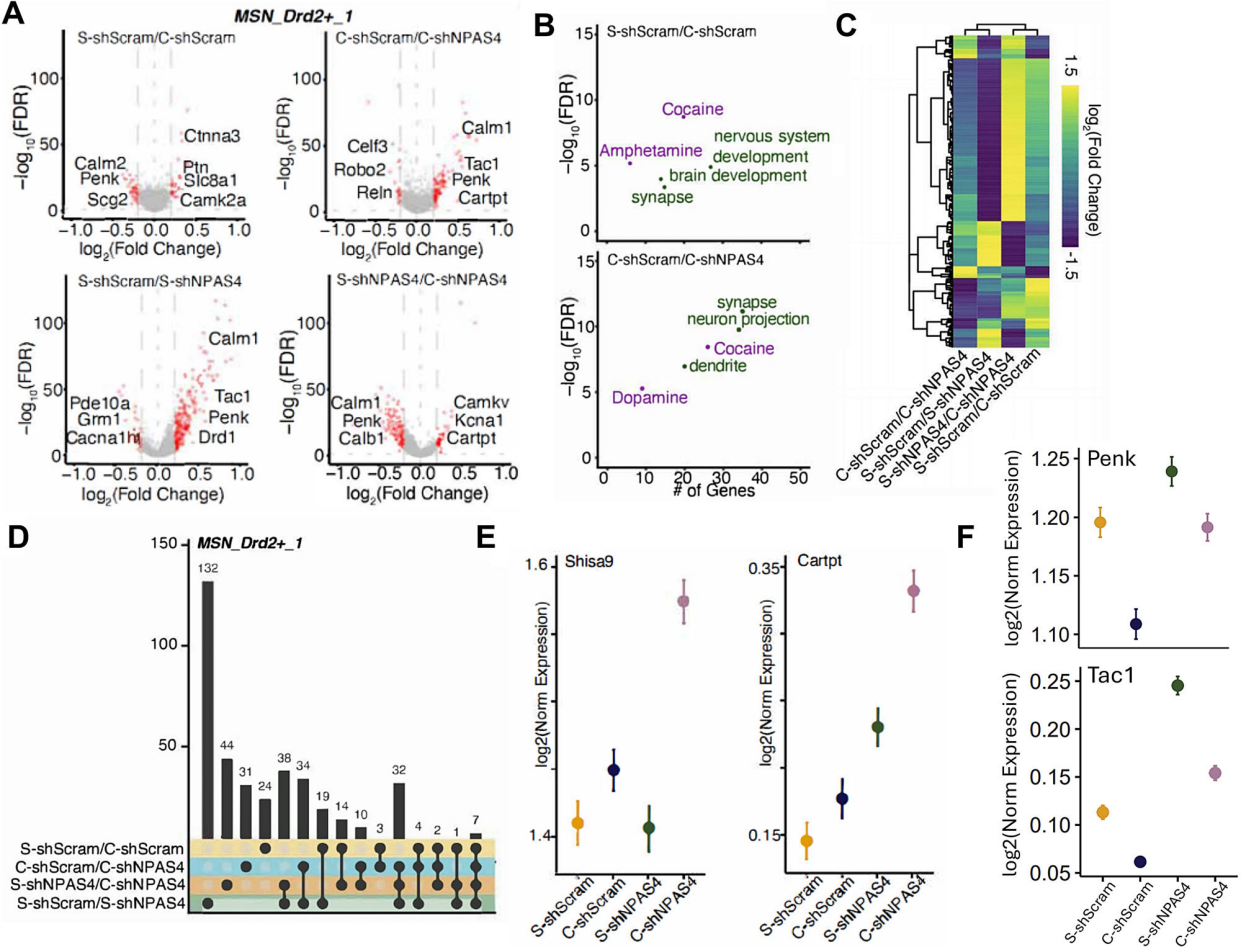
NPAS4-mediated differential gene expression in NAc D2-MSNs. **A** MSN_Drd2+-specific volcano plots showing upregulated and downregulated genes (DEGs) in each group comparison. *Y*-axis corresponds to the −log_10_(FDR) whereas *x*-axis corresponds to the log2(Fold Change). DEGs are defined by FDR < 0.05 and abs(log_2_(FC)) > 0.2. Genes of interest are highlighted. **B** Scatter plots depicting functional enrichment of S-shScram vs. C-shScram (top) and C-shScram vs. C-shNPAS4 (bottom). *Y*-axis correspond to the −log_10_(FDR) whereas the *x*-axis correspond to the number of genes within the categories. In purple, categories related to drugs. Green: functional categories related to molecular functions. Analysis based on the Fisher’s exact test. **C** Heat map showing fold-change similarities and differences between the four comparisons in D2-MSNs. Hierarchical clustering based on Pearson’s correlation. **D** Upset plot showing overlapping DEGs between groups in D2-MSNs. The bar graph at the top indicates the number of intersections. **E** Error plot showing the median expression of DEGs in D2-MSNs significantly upregulated ONLY in the “Cocaine CPP + shNPAS4” group, Shisa9 (left) and Cartpt (right), as well as (**F**) genes specifically downregulated by cocaine and upregulated by shNpas4, Penk (top), and Tac1 (bottom) (nuclei collected from *n* = 4 mice/group). *X*-axis correspond to the experimental categories whereas the *Y*-axis the scaled expression level. Error bars correspond to the standard error of the mean. See “Data availability” for source data.

### NPAS4 blocks cocaine conditioning-induced dendritic spine growth and strengthening of prelimbic cortical inputs onto NAc D2-MSNs

Since reduction of NPAS4 in NAc D2-MSNs^1^: reduces cocaine CPP and cue-reinstated cocaine seeking^2^, inverts the balance of D1:D2-MSN activation during cocaine conditioning^3^, reduces activation of an essential downstream brain region (dlVP) required for drug seeking, and^4^ significantly alters the expression of genes linked to synapses, dendrites, neuron projections, and cocaine, we next examined NPAS4’s role in NAc D2-MSNs on glutamatergic dendritic spines, the location of most excitatory synapses on MSNs. Using a Cre-dependent viral approach in D2-Cre mice, we found with planned post hoc comparisons that NPAS4 knockdown in mice conditioned with cocaine, but not saline (Fig. 7A), increased D2-MSN dendritic spine density (Fig. 7B, C). This increase in density was observed mostly in spines with a head diameter <0.5 mm (Fig. S7A), suggesting that NPAS4 blocks the formation of new “thin”-type spines, which are highly motile and plastic^67,68^. Interestingly, in saline-treated mice, no D2-MSN spine changes were observed with shNpas4, indicating a specific interaction between NPAS4 and cocaine conditioning.

**Fig. 7:**
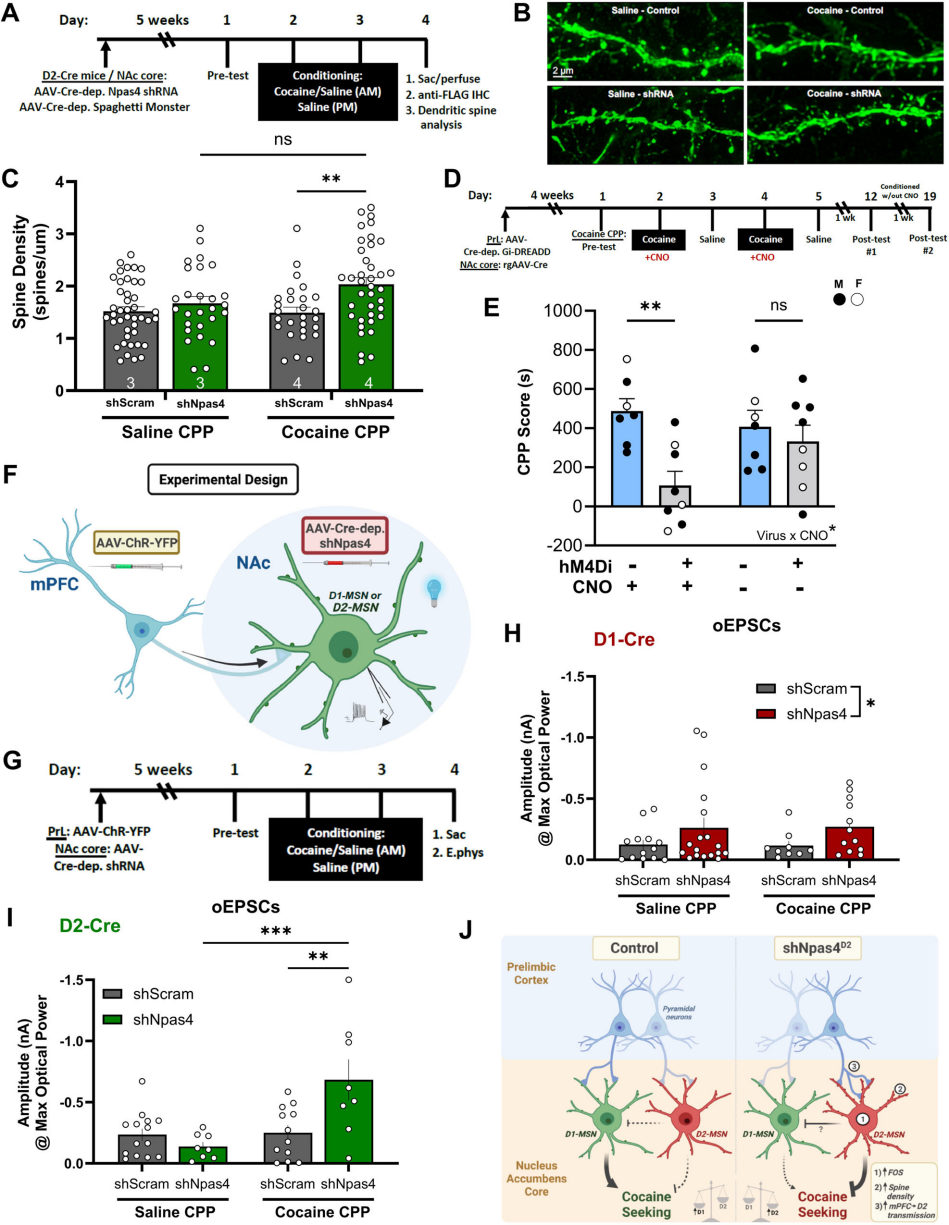
NPAS4 blocks cocaine conditioning-induced dendritic spine growth and strengthening of prelimbic cortical inputs onto NAc D2-MSNs. **A** Timeline for behavior and dendritic spine labeling. **B** Representative images of dendritic spines on NAc D2-MSNs. **C** Quantification of spine density on D2-MSNs after cocaine (*n* = 27 and 36 dendritic segments/group from 4 mice/group, *p* = 0.0068) and saline CPP (*n* = 42 and 27 dendritic segments/group from 3 mice/group). **D** Timeline for cocaine CPP experiment inhibiting the PrL-NAc core circuit and (**E**) behavioral results following cocaine CPP (*n* = 7, 8 mice/group; two-way ANOVA with multiple comparisons, df = 26, *p* = 0.0035). **F** Experimental design for stimulating mPFC afferents to NAc MSNs. **G** Timeline of cocaine CPP before electrophysiology. **H** Evoked EPSCs onto D1-MSNs and (**I**) D2-MSNs from the mPFC after NPAS4 knockdown in the corresponding cell type (two-way ANOVA with multiple comparisons; D1-Cre mice: shScram *n* = 13 and 9 cells/group, shNpas4 *n* = 18 and 12 cells/group; D2-Cre mice: shScram *n* = 14 and 12 cells/group, shNpas4 *n* = 8 cells/group, *p* = 0.0009, 0.0046). **J** Graphical illustration showing the effects of NAc shNpas4^D2^ on MSN activity, dendritic spine density, excitatory transmission from the mPFC, and subsequent cocaine-seeking. Data shown are mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided in the Source Data file.

We measured the effects of shNpas4 and cocaine conditioning on functional glutamatergic synapses on D1- and D2-MSNs by measuring spontaneous excitatory postsynaptic currents (sEPSCs), which assesses the combined excitatory synapses onto MSNs (see “Methods”; Fig. S7D–G). Cocaine conditioning and/or shNpas4 in D1-MSNs produced no significant changes in sEPSC frequency or amplitude (Fig. S7D, F). Similar to previous studies on the effects of abused substances on D2-MSNs^15,58,69,70^, we observed that cocaine conditioning reduced sEPSC frequency (Fig. S7E), but not amplitude (Fig. S7G), in control D2-MSNs, but the sEPSC frequency reduction was abolished by shNpas4 (Fig. S7E). These data suggest that NPAS4 plays an important role in regulating drug-induced changes in excitatory synaptic transmission onto D2-MSNs.

One of the strongest glutamatergic inputs onto NAc D2-MSNs comes from the mPFC^71,72^, and prelimbic (PrL) mPFC pyramidal neuron projections to the NAcore are required for cue-reinstated cocaine seeking in rats^1,9,11,12,73–75^. To test the importance of the PrL → NAcore circuit for mouse cocaine CPP, we infused a retrograde virus expressing Cre-recombinase (AAVrg-Cre) in the NAc, and a Cre-dependent Gi-DREADD in the mPFC (AAV2-hM4Di-mCherry) to allow for CNO-dependent suppression of PrL → NAcore projection activity (Figs. 7D and S7B, C). We observed that Gi-DREADD-mediated suppression of the PrL → NAcore circuit during cocaine conditioning significantly reduced expression of cocaine CPP (Fig. 7E, left). Subsequent rounds of cocaine conditioning, in the absence of CNO, allowed for the development of normal place preference behavior in the same animals that previously received CNO administration (Fig. 7E, right).

Since the PrL → NAcore circuit is important for both cocaine CPP and cue-reinstated cocaine seeking, we examined PrL-specific synaptic transmission onto NAc D1- or D2-MSNs. To this end, we combined NAc-specific virus injections of Cre-dependent shNpas4 in D1-Cre or D2-Cre mice with PrL-targeted virus injections of channelrhodopsin (AAV-hSyn-hChR2(H134R)-eYFP) and subjected them to our standard 2-day cocaine or saline conditioning procedure (Fig. 7F, G). After 24-h, we generated and analyzed coronal, acute slice recordings of blue light-evoked excitatory postsynaptic currents (oEPSCs) in NAc D1- or D2-MSNs (Fig. 7H, I). shNpas4 in D1-MSNs produced a small, but significant, increase in PrL → NAcore oEPSC amplitude that was independent of cocaine conditioning (i.e., main effect of shNpas4; no interaction) (Fig. 7H). In contrast, reduction of NPAS4 in D2-MSNs produced a significant interaction between cocaine conditioning and shNpas4 virus, compared to the scrambled shRNA control (Fig. 7I). Post hoc analyses revealed a robust increase in PrL → D2-MSN^NAcore^ glutamatergic synaptic transmission in animals that received both shNpas4 virus and cocaine conditioning (Fig. 7I). These data revealed that NPAS4 in NAc D2-MSNs functions to limit strengthening of PrL → NAcore D2-MSN inputs produced by cocaine conditioning, ultimately facilitating the D1-MSN:D2-MSN activation imbalance critical for drug seeking (Fig. 7J).

## Discussion

A fundamental function of the brain is to form enduring associations between salient experiences and environmental cues, and neuronal activity-dependent mechanisms are important for this process^61,76^. The molecular underpinnings of the link between environmental cues and reward associations are crucial in SUD, as powerful drug-cue associations often trigger drug seeking and relapse^77^. The mechanisms by which drug-conditioned cues produce and maintain the preponderant activation of D1-MSNs to support cocaine-seeking behavior remain unclear. Here we show that NPAS4 plays an essential, cell type-specific role in the NAc to facilitate drug-seeking behavior, likely by regulating the activation balance of NAc D1- and D2-MSNs. Using a new NPAS4-TRAp2a mouse combined with chemogenetics, we found that an NPAS4-expressing subpopulation of NAc neurons is required for expression of cocaine CPP. Single-nucleus transcriptomic analyses and in situ approaches from cocaine-conditioned mice revealed that *Npas4* is expressed predominantly in NAc MSNs, and despite its induction in more D1- than D2-MSNs, we found that NPAS4 in NAc D2-MSNs, but not D1-MSNs, is required for cocaine-context associations and cued reinstatement of cocaine-, but not sucrose-, seeking behavior. We also show evidence that NPAS4 in NAc D2-MSNs influences the activation balance of NAc D1- and D2-MSNs, as measured by FOS induction, and that this correlates with NPAS4’s ability to block cocaine conditioning-induced increases in dendritic spine density and PFC excitatory synaptic transmission onto NAc D2-MSNs. Analysis of differential gene expression in NAc D2-MSNs revealed that NPAS4 and cocaine conditioning regulate multiple genes whose functions are linked to synapses, neuronal projections, and the cocaine-regulated transcriptome, positioning NPAS4 as a critical negative regulator of cocaine-induced D2-MSN synaptic plasticity. Together, our data demonstrate that NAc NPAS4-expressing neurons form a functional ensemble necessary for cocaine-conditioned cue memories, and that NPAS4 functions in NAc D2-MSNs to block cocaine-induced adaptations that oppose cocaine-conditioned cue/context associations.

The activity of NAc D1- and D2-MSNs influences several drug-related behaviors, with activation of D1-MSNs typically promoting, and D2-MSNs typically opposing, drug behaviors^13,15,21,59^. Analogous to the drug-induced expression of FOS^60,78^, we found that cocaine conditioning induced more Npas4+ NAc D1-MSNs than NAc D2-MSNs. The preponderant D1-MSN activation is likely produced by the well-studied influences of dopamine via D1-like receptor activation and PKA activation on glutamatergic synaptic transmission, the activity-dampening effects of D2-like receptor activation, and the known glutamatergic input differences onto these two NAc cell populations^15,72,79^. Our two independent snRNA-sequencing experiments revealed the preponderant expression of NPAS4 in D1- and D2-MSN cell clusters (>65%). At 15 min post-cocaine conditioning, which is near the peak of *Npas4* mRNA expression, we detected a significant increase in *Npas4* mRNA, with the vast majority (∼75%) of *Npas4*+ neurons grouped into the D1- and D2-class MSN clusters. Moreover, our RNAscope in situ hybridization analysis using the NPAS4-TRAp2a mouse revealed that ∼75% of cocaine-conditioned TRAP cells in the NAc are D1- or D2-positive (∼50% D1 and ∼25% D2). The non-D1- or D2-MSN *Npas4*+ mRNA populations were a mixture of non-canonical Grm8+ MSNs and several interneuron populations, but not ChAT+ interneurons. Notably, the *Npas4* mRNA-positive cells (∼8.5% of NAc neurons) in either home-caged (basal) or cocaine-conditioned mice appear to be distributed proportionally across most NAc neuronal populations. Following cocaine exposure, *Npas4* mRNA expression is significantly increased in Drd1+, Drd2+, and Grm8+ MSN cell clusters. Indeed, analysis of the highest quartile of *Npas4* mRNA expression is detected in approximately 2% of NAc neurons, and more than 80% of those neurons were MSN cell types (i.e., 47% in D1-MSNs, 25% in D2-MSNs, and 10% in Grm8+ MSNs), and these proportions were similar to those observed in the NPAS4-TRAp2a population (i.e., 49% in D1+, 27% in D2, and 24% non-D1/D2). Immunostaining of endogenous NPAS4 protein in *Drd1*-tdTomato:*Drd2*-EGFP BAC transgenic mice at 60 min after cocaine conditioning revealed a similar distribution of D1:D2 (i.e., 60% D1R+, 40% D2R+), but nearly half of the NPAS4+ cells did not co-express tdTomato (D1R) or EGFP (D2R). There could be several explanations for this discrepancy, including: (1) the possibility that bacterial artificial chromosome (BAC) reporter transgenes do not fully recapitulate full endogenous *Drd1* and *Drd2* expression, since one or more copies of the reporter gene cassette are randomly inserted into the genome^80–82^, (2) the possibility that protein translation is regulated differently than mRNA expression, and/or (3) the possibility that the D1/D2R-reporter gene expression in approximately 25% of the neurons falls below the fluorescence detection threshold. Indeed, we previously detected approximately 15% of the NPAS4+ cells co-expressed the MSN marker, DARPP-32^42^, leading us to suspect that NPAS4 is induced by cocaine conditioning in mostly non-MSN neuronal populations. However, considering our current findings using next-generation sequencing and RNAscope, we suspect that the mouse monoclonal anti-DARPP-32 immunostaining underestimated the fraction of NPAS4+ MSNs in our previous study^42^.

While NPAS4 is induced by cocaine conditioning predominantly in NAc D1- and D2-MSNs, we found that its function in NAc D2-MSNs is critical to support cocaine CPP and cued cocaine seeking. Interestingly, for cocaine CPP, reduction of NPAS4 in NAc D2-MSNs appeared to not only limit the development of place preference, but it also created an aversion to the cocaine-paired environment in many mice (Figs. 3D and S3O). This is particularly interesting given that we observed no differences in drug-taking behavior during the acquisition phases of cocaine self-administration. Despite the role of NPAS4 in NAc D2-, but not D1-, MSNs in mediating these behaviors, viral-mediated reduction of NPAS4 in D1-MSNs does significantly enhance PrL → NAcore D1-MSN glutamatergic synaptic transmission, but that effect was independent of cocaine conditioning. While NPAS4 knockdown in NAc D1-MSNs did not alter cocaine CPP or cue-reinstated cocaine seeking, we cannot rule out the possibility that D1-specific NPAS4 knockdown might enhance cocaine-conditioned behavior under subthreshold cocaine dose conditions. Of note, a prior published study reported that Cre-dependent overexpression of a dominant-negative NPAS4 protein (NPAS4 DNA binding domain) in the NAc of *Drd1*-Cre mice reduced cocaine CPP, while no effects were observed in the NAc of *Adora2a*-Cre mice^83^, which is opposite of our findings here. Comparing the studies, we noted differences in cocaine dose, the number of conditioning sessions, dominant-negative vs. shRNA approaches, Cre lines used, and validation of Cre-dependent manipulation of NPAS4; however, we cannot readily explain our difference in findings. To increase confidence in our results, we created a second unique shRNA sequence for Cre-dependent knockdown of *Npas4* mRNA and replicated our initial cocaine CPP findings in *Drd2*-Cre mice. Moreover, in our prior study^42^, we showed that viral-mediated Cre expression in the NAc of *Npas4*-floxed mice recapitulated the cocaine CPP effects of our original AAV2-shNpas4.

We found that cell type-specific NPAS4 knockdown in NAc D2-MSNs (*Drd2*-Cre) produced a cocaine conditioning-dependent increase in their dendritic spine density; whereas, saline conditioning had no effect on D2-MSN spine density. However, a recent study reported that pan-neuronal NPAS4 knockdown in NAc caused a reduction in D1-MSN (i.e., AAV-PPTA-Cre), but not D2-MSN (i.e., AAV-ENK-Cre), dendritic spine density^43^. In our study, we specifically reduced *Npas4* expression in D2R+ neurons and assessed dendritic spine density in this cell type. As we did not detect any effects of *Npas4* manipulation in D1-MSNs on cocaine behavior, we did not examine D1-MSN dendritic spine density in this study.

One of the principal targets of NAc MSNs is the dlVP, and D2-MSNs make strong connections onto these neurons^24,64^. Optogenetic activation of NAc D2-MSNs that project to the dlVP attenuates contextual cocaine seeking^10,24,84^. Similar to this finding, the shift in the D1:D2-MSN activation balance with NPAS4 knockdown in NAc D2-MSNs appears to have a profound consequence on the activation (i.e., FOS induction) of the dlVP, which is consistent with the reduction in cocaine seeking behavior. It is also interesting that NPAS4-dependent regulation of the PrL → NAcore D2-MSN circuit is important for place conditioning and drug-cue associations that promote cocaine seeking. Clearly, there are multiple glutamatergic inputs to the NAc that are important for regulating addiction-related behaviors in rodents, such as the ventral hippocampus (vHipp) and basolateral amygdala (BLA)^13,85^, but PrL → NAcore excitatory transmission plays an essential role in cue-reinstated drug seeking^11,12^, and we showed here that the activity of this same circuit is required for development of cocaine CPP, a previously unpublished result. Compared to NAc D1-MSNs, NAc D2-MSNs receive stronger excitatory input from the mPFC^72^, suggesting the importance of NPAS4 expression in suppressing drug-induced strengthening of glutamatergic inputs onto D2-MSNs. While we focused here on the behavioral requirement of the mPFC → NAc circuit, it will be interesting in the future to explore the influence of NPAS4 on other major glutamatergic inputs onto NAc D2-MSNs, including those from the BLA and vHipp brain regions^13^. Similar to a prior report^58^, the sEPSCs in D2-MSNs, which measure combined excitatory inputs from all sources, showed a significant decrease in frequency, but not amplitude, following cocaine conditioning. Reduction of NPAS4 in D2-MSNs blocks the cocaine conditioning-induced decrease in sEPSC frequency, which might reflect the net balance of a reduction of non-mPFC inputs and the increase in mPFC → NAcore D2-MSNs excitatory inputs, and/or an important role for NPAS4 in the reduction of non-mPFC synaptic inputs, which will be worth investigating in future studies.

There are likely multiple NPAS4 target genes (direct or indirect) in D2-MSNs that block cocaine conditioning-induced dendritic spine formation and strengthening of mPFC synaptic inputs. We noted several interesting upregulated DEGs, including *Shisa9* and *Cartpt*. Shisa9, initially named CKAMP44, is involved in regulating short-term neuronal plasticity by interacting with AMPA receptors on dendritic spines to promote excitatory synaptic AMPA receptor desensitization^65^. The Cartpt gene, encoding for a psychostimulant-regulated neuropeptide, CART, has previously been shown to limit cocaine CPP^66^. Another interesting DEG is *Penk*, a gene that encodes the reward-related neuropeptide, enkephalin, which binds to delta and mu opioid receptors with high affinity and is thought to limit GABA release by activation of DOR and MOR autoreceptor Gi-coupled signaling^86,87^. In the NAc, DORs are expressed postsynaptically on D2-MSNs^88^ and on the terminals of PFC afferents^89^. In control mice, cocaine conditioning significantly reduced *Penk* expression in D2-MSNs, which was accompanied by a decrease in sEPSC frequency. However, the reduction in *Penk* mRNA was absent in cocaine-conditioned mice expressing NAc shNpas4, revealing a role of NPAS4 in *Penk* expression in NAc D2-MSNs. Calmodulin genes are also differentially-expressed following cocaine conditioning (e.g., downregulated *Calm2* in S-shScram vs. C-shScram) and shNpas4 (upregulated *Calm1* in C-shScram vs. C-shNpas4), which are involved in brain calcium signaling and differentially expressed in mice following cocaine SA^90^. Interestingly, in humans who abused cocaine, there is a reduction in calmodulin-related gene transcription^91^. It’s worth noting that *Npas4* mRNA and protein are very short-lived (∼60–90 min^34,92^). Therefore, we speculate that some of the D2-MSN DEGs at 24-h post-cocaine conditioning are indirect targets of NPAS4, but this must be tested empirically. We chose to analyze this time point because it corresponds to the precise time at which behavioral and synaptic changes are observed. A large fraction of the shNpas4 D2-specific DEGs were upregulated, and since NPAS4 typically increases expression of its target genes, many of these upregulated DEGs could be transcribed by secondary waves of gene expression produced by the interaction of shNpas4, cocaine conditioning, and drug-induced neuroadaptations. However, it is possible that NPAS4 functions as, or regulates, a transcriptional repressor, or that other IEGs outcompete Npas4 binding to the promoter regions of downstream genes at this time point, such as *Nr4a1*^66^. Future studies examining multiple time points after cocaine conditioning will be important for understanding the cascade of transcriptional events produced by cocaine conditioning. Finally, the largest number of cocaine-induced DEGs was found in the non-neuronal cells, including astrocytes and oligodendrocytes, most of which were not influenced by NPAS4, which is strictly neuronal. Astrocytes play an important role in shaping synaptic transmission associated with drug-cue reactivity^93^, and the cocaine conditioning-induced changes in glial gene expression highlight the strong engagement of these non-neuronal populations in drug-related behavior.

Taken together, our findings reveal a role for NPAS4 in D2-MSNs in allowing cocaine, but not sucrose, to support prepotent drug-cue associations and relapse-like behavior. This is accomplished, at least in part, by blocking the cocaine experience-dependent strengthening of glutamatergic synaptic drive onto D2-MSNs, particularly from behaviorally required mPFC afferents, and by maintaining the appropriate activation balance of NAc D1- and D2-MSNs. NPAS4 is induced predominantly in NAc D1- and D2-MSNs following cocaine conditioning, and we showed that the ensemble of NPAS4-inducing neurons during cocaine conditioning is essential for the expression of cocaine CPP. NAc MSNs are functionally hyperpolarized and receive significant tonic inhibitory transmission from local interneurons under basal conditions^7^. Therefore, induction of NPAS4 in NAc D2-MSNs plays an essential homeostatic role to block synaptic plasticity that would perturb the D1:D2-MSN activation balance and reduce cocaine seeking. Understanding the mechanisms by which NPAS4 suppresses cocaine-induced neuroadaptations that oppose drug-cue/context associations might reveal new therapeutic avenues to block or reverse prepotent drug-cue associations that often trigger relapse in individuals recovering from SUD.

## Methods

### Animals

All experiments were conducted with male and female animals 8–16 weeks of age during the dark phase of their light/dark cycle. Targeted recombination in activated populations (TRAP) was achieved through design of a new “NPAS4-TRAP” mouse with NPAS4-dependent expression of cyclic recombinase that is fused with a triple mutant form of the human estrogen receptor (Cre-ERT2). Using these mice, NPAS4 is expressed along with Cre-ERT2, with a p2A cleavage site between that prevents changes in the function of endogenous NPAS4. When injected with a Cre-dependent AAV (see below), such as DIO-mCherry, cells expressing NPAS4 are labeled with mCherry following the injection of 4-hydroxytamoxifen (4OHT), which binds to ERT2 and allows the nuclear translocation and recombination of floxed genes by Cre.

Other experimental mice included C57BL/6J (wild-type, P60–80), heterozygous bacterial artificial chromosome (BAC) transgenic mice in which cyclic recombinase (Cre) was expressed under the control of the D1R promoter (Drd1a (D1)-Cre, line FK150) or the D2R promoter (Drd2 (D2)-Cre, line ER44), and BAC transgenic mice expressing tdTomato via the D1R promoter (D1-tdTomato) and eGFP via the D2R promoter (D2-eGFP). Mice were obtained from P. Kalivas (Medical University of South Carolina) and NINDS/GENSAT (http://www.gensat.org)^94,95^. Rats expressing Cre under the control of the D1R (D1-Cre) or D2R promoter (D2-Cre) were obtained from NIDA^55^, who assisted us in the validation of Cre expression in D1- and D2-expressing MSNs, respectively, and then backcrossed to Charles River Long-Evans rats. Wild-type littermates were used for experimental controls. Both males and females were used for all experiments, and all animals were fed ad libitum, unless specified otherwise, and maintained at ∼22 °C in a humidity-controlled environment on a reverse 12-h light/dark cycle (lights off at 8:00 a.m.). Animals were single-housed after surgery. All experiments were conducted in accordance with the US National Institutes of Health Guidelines for the Care and Use of Laboratory Animals and all procedures were approved by the Institutional Animal Care and Use Committee at the Medical University of South Carolina.

### Recombinant plasmids and shRNA expression viral vectors

For knockdown of endogenous *Npas4* mRNA expression in the NAc, previously validated *Npas4* shRNA (shNpas4) or non-targeting scrambled (shScram) shRNA control were cloned into the pAAV-shRNA vector as previously described^34,42^. 

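The knockdown virus carries a 19-base sequence that is found in the mRNA of Npas4 (ENSMUSG00000045903.9), an activity-regulated transcription factor gene on the minus strand of mouse chromosome 19. The 19 bases lie at 4986026 to 4986044 of GRCm38, in exon 7 of the 8 exons of the protein-coding transcript, inside the coding sequence. The same bases are in exon 5 of the 6 exons of a transcript with a retained intron. They are also in exon 6 of the 7 exons of a transcript marked for nonsense-mediated decay, where they fall in the 3' UTR. With 20 bases on either side, the mRNA reads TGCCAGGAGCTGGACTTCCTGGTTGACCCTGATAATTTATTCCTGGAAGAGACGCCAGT. The target has a GC content of 36.8%. Among 141767 annotated mouse transcripts of GENCODE M21, searched on both strands, no transcript of another gene held the sequence with 0 mismatches or with 1 mismatch. With 2 mismatches, counted from 1 at the 5' end of the target, it was found in the 3' UTR of Psmd5, which encodes a proteasome assembly factor (chromosome 2 from 34851068 to 34851086, A12C and A14C), and in a retained-intron transcript of Rhot2, a mitochondrial GTPase gene (chromosome 17 from 25843811 to 25843829, G2C and T18C). The search covered annotated transcripts only, and the rat sequence was not analysed here.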

The shNpas4 target sequence is GGTTGACCCTGATAATTTA, which is conserved in both the mouse and rat genomes. The adeno-associated virus serotype 2 (AAV2) vector consists of a CMV promoter driving eGFP with a SV40 polyadenylation signal, followed downstream by a U6 RNA polymerase III promoter and *Npas4* shRNA or scrambled (SC) shRNA oligonucleotides, then a polymerase III termination signal—all flanked by AAV2 inverted terminal repeats. For cell type-specific NPAS4 knockdown, *Npas4* shRNA or scrambled shRNA control was cloned into the pAAV-Sico vector^96^ with slight modifications. The Cre-dependent *Npas4* shRNA viral vector has a constitutively-active promoter driving expression of mCherry, and a second, LoxP site flanked eGFP expression cassette that physically separates the U6 promoter from the *Npas4* shRNA coding sequence. In the absence of Cre recombinase, the virally-transduced cells express both mCherry and eGFP (but no shRNA). However, when this virus enters a cell that expresses Cre recombinase (e.g., D1-Cre animal), the eGFP expression cassette is excised and the cell expresses only mCherry and the *Npas4* shRNA (no eGFP). AAV2-*Npas4* shRNA, Cre-dependent *Npas4* shRNA, and scrambled control shRNAs were packaged by USC Vector Core (Columbia, SC). A second, sequence independent shNpas4 (shNpas4-2) was validated and prepared in the same way to confirm key behavioral findings; the sequence for this shRNA is GAACTGCTCTGTAAATCAT.

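The target of shNpas4-2 is also 19 bases long and also lies in the coding sequence of Npas4, upstream of the other target. It maps to chromosome 19 from 4987838 to 4987856 of GRCm38, in exon 5 of the 8 exons of the protein-coding transcript. It is also in exon 4 of the 6 exons of the transcript with a retained intron. The transcript marked for nonsense-mediated decay, which skips that exon, does not hold it. The mRNA around it reads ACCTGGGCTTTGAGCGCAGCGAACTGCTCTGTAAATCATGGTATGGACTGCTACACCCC. With 1 mismatch, counted from 1 at the 5' end of the target, the sequence was found in exon 11 of the 11 exons of Rora, in the 3' UTR of this nuclear receptor gene (chromosome 9 from 69379921 to 69379939, G11T). With 2 mismatches it was also found in the coding sequence of Minar1 (chromosome 9 from 89603118 to 89603136, C4A and C17A) and, as its reverse complement, in the 3' UTRs of Tmcc1 on chromosome 6 (C9A and T16C) and Vmn1r68 on chromosome 7 (G1C and T19A). No gene other than Npas4 held an exact match.

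**Figure D1:**
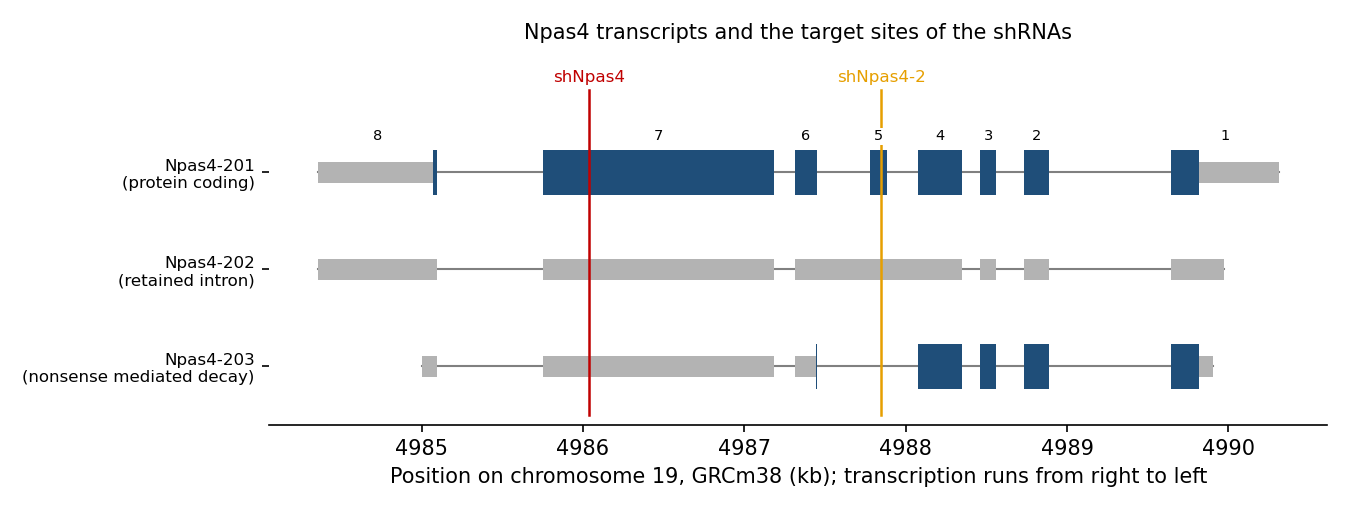
Annotated transcripts of Npas4 along chromosome 19 of GRCm38 (horizontal axis, position in kb; transcription runs from right to left). Thick blue blocks are coding sequence, thin gray blocks are the other parts of exons, exons of the protein-coding transcript are numbered, and the vertical lines mark the targets of shNpas4 in exon 7 and of shNpas4-2 in exon 5.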

### Viral-mediated gene transfer

Stereotaxic surgery was performed under general anesthesia with isoflurane (induction 4–5% v/v, maintenance 1%–2% v/v). Coordinates to target the NAc (mainly core subregion) were +1.6 mm anterior, +1.5 mm lateral, and −4.4 mm ventral from bregma (relative to skull) at a 10 degree angle in mice, and +1.6 mm anterior, +2.8 mm lateral and −7.3 mm ventral (relative to skull) in rat. Coordinates to target the mouse mPFC prelimbic cortex were +1.85 mm anterior, +0.75 mm lateral, and −2.3 mm ventral from bregma at a 15 degree angle. AAV-*Npas4* shRNA, AAV-Cre-dependent *Npas4* shRNA, AAV-DIO-mCherry, AAV-DIO-GiDREADD-mCherry, AAV-Retro-Cre, and scrambled control shRNAs were delivered using Hamilton syringes or Nanoject III at a rate of 0.1 ul/min for a total 0.4–0.6 ul/hemisphere in mice and a total 0.6–0.8 ul/hemisphere in rats, with an additional 7–10 min before needles were retracted, as previously described^42,97^. Viral placements were confirmed by AAV-mediated fluorophore expression (i.e., GFP or mCherry) using confocal microscopy. See Supplemental Figs. S1C, S3G, S4I and S7B for representative viral placement and spread for each experiment.

### Immunohistochemistry

Mouse brains were drop-fixed overnight in 4% PFA in 1X PBS and transferred to a 30% sucrose solution in 1X PBS before slicing (40 or 50 mm) on a sliding microtome (Leica Microsystems). The slices were permeabilized and blocked in 3% BSA, 0.3% Triton X-100, 0.2% Tween-20, 3% normal goat serum in PBS, then incubated with primary antibodies: anti-NPAS4 (1:1000, kindly provided by Dr. Michael Greenberg’s lab), anti-mCherry (1:500, chicken, LSBio), or anti-FOS (1:1000, rabbit, Synaptic Systems) in blocking buffer at room temperature for 2 h. Following a series of 1X PBS rinses, slices were incubated for 2 h at room temperature with secondary antibodies (donkey anti-rabbit 488, donkey anti-rabbit 594, or donkey anti-chicken 594) while protected from light. Slices were counterstained with Hoechst, mounted with ProLong Gold, coverslipped on glass slides, and then analyzed by confocal microscopy (Zeiss LSM 880 or Leica Stellaris). Protein expression was measured using ImageJ software under experimenter-blinded conditions.

### Fluorescent in situ hybridization

Mice were live decapitated and brains were rapidly extracted and flash frozen in isopentane solution on dry ice. Brains were sliced at 16 µm in a cryostat (−18 °C), and sections were air-dried to the slides at −18 °C and stored at −80 °C. For the detection of D1 receptor (Drd1a), D2 receptor (Drd2), Cre recombinase, or *Npas4* mRNA, the RNAscope Fluorescent Multiplex kit (320293; Advanced Cell Diagnostics) was used with slight modification of manufacturer instructions and using commercially available probes [NPAS4 (C1, #423431), iCre (C2, #423321), Drd1a (C3, #406491), and Drd2 (C3, #406501)], as described previously^55^. Briefly, sections were fixed for 20 min in neutral buffered 10% formalin, followed by an ethanol dehydration series at 50%, 70%, 95%, and 100% for 5 min each. Before hybridization sections were treated with protease IV (322340, Advanced Cell Diagnostics) for 10 min. Sections were hybridized for 2 h at 40 °C, and probes were amplified using TSA fluorescent detection kits as directed by the manufacturer (Akoya Bioscience). The C1 probe was conjugated to Fluorescein, C2 to Cy3, and C3 to Cy5. Sections were then counterstained with DAPI, coverslipped using ProLong Gold mounting medium (Thermo Fisher), and allowed to dry. Slices were then imaged via confocal microscopy (Zeiss LSM 880).

### Mouse cocaine conditioned place preference

Mice were conditioned to cocaine using an unbiased paradigm, as described previously^42,98^. On day 1, mice were placed in the chamber and allowed to explore the conditioning apparatus, which consisted of two distinct environment chambers (white side or black side with different texture flooring). Mice that showed a pre-conditioning preference (more than 30% of the total time spent in either of the two chambers) were excluded from the study. On days 2 and 3, mice received cocaine (7.5 mg/kg; i.p.) in the AM and were confined to one chamber. In the PM sessions on days 2 and 3, 5–6 h after AM conditioning, mice received saline (0.9%; 1 ml/kg; i.p.) and were confined to the opposite chamber. On day 4, mice were placed again in one side of the CPP apparatus with free access to both chambers, and the time spent in each side was quantified. C57Bl/6J mice that were infused with AAV-Retro Cre in the NAc core and AAV-Cre-dependent Gi-DREADD mCherry in the PrL were subjected to a 6-day CPP paradigm, with cocaine pairings (7.5 mg/kg; i.p.) on days 2 and 4, and saline on days 3 and 5 on the opposite side of the place preference chamber. On the post-test (day 6), the mice were again placed in the CPP chamber with free access to both sides, and the time spent in each side was quantified. For all CPP tests, the cocaine and saline conditioning sessions lasted 30 min and pre- and post-test sessions lasted 20 min each. Data are expressed as the time spent on the cocaine-paired side minus the time spent on the saline-paired side (CPP score) during the post-test.

### Mouse locomotor sensitization

Locomotor activity was measured via photobeam array (San Diego Instruments) before and after each injection using the two-injection sensitization protocol^42,99^. Mice received saline injections for 3 days, then on the 4th day, mice received an injection of cocaine (20 mg/kg; i.p.). After 5 days, the mice received a 2nd cocaine injection (20 mg/kg; i.p.) in the locomotor apparatus. Data are shown as the sum of the total beam breaks in the first 30 min of each session.

### Rat cocaine or sucrose self-administration

Following Cre-dependent Npas4 shRNA or scrambled shRNA infusion into the NAc (as described above), rats were allowed to recover for 1 week prior to catheter implantation. Rat SA sessions (2 h) were performed during the light phase at the same time each day, during which the rats were placed in an operant conditioning chamber and connected to a drug line controlled by an external delivery pump. A “house” light inside the chamber signaled drug availability. All chambers contained an active (50 ul, 3 s infusion; 0.5 mg/kg cocaine) and an inactive lever. During an infusion, a cue light above the lever was illuminated and followed by a 20 s time-out period signaled by the house light going off. Rats self-administered cocaine on a fixed ratio (FR) schedule beginning at FR1, followed by FR3 and finally FR5. When FR requirements increased, intake was analyzed for stability (<20% variability within the last 3 sessions). Rats that completed 15–20 days of FR training and were stable on the FR5 schedule for at least 3 days continued to subsequent studies. Self-administration sessions (2 h) were performed at the same time each day during the dark phase as described previously^61^. Briefly, drug or sucrose availability was signaled by both the house light and a light above the active nose poke hole. Following a poke in the active hole, both availability lights were turned off and a cue light inside the nose poke hole was illuminated. Cocaine (12 ul, 2 s infusion; 0.5 mg/kg,) or a sucrose pellet (15 mg) were delivered immediately upon the active nosepoke, followed by a 10 s time-out period. Nose pokes in the inactive hole were without programmed consequences. Rats that met requirements for stable cocaine self-administration (last 3 days >85% discrimination between active and inactive nose poke holes and >10 infusions) entered into a 7-day abstinence phase. After this forced abstinence (withdrawal) period, the animals were placed back into the operant chambers and lever pressing in the absence of any drug administration, cues, and timeouts were measured on both levers. Extinction training continued for at least 6 days, followed by reinstatement sessions. Each reinstatement session consisted of a 2 h extinction session. Priming stimuli included presentation of the drug paired cue (light) or experimenter-administered cocaine (10 mg/kg, i.p.). Lever pressing was measured during the 2 h session. During cue-induced reinstatement, reward availability (house and active port light) was returned as an active lever pressing output, but drug or sucrose delivery was omitted.

### Dendritic spine morphometric analyses

D2-Cre mice received bilateral NAc injections of our Cre-dependent shNpas4 mixed 1:1 with a Cre-dependent spaghetti monster FLAG virus (AAV-CAG-Ruby2sm-FLAG-WPRE-SV40) to label D2-MSN dendritic spines using anti-FLAG IHC. Brains were collected after perfusion with 4% PFA in 1x PB, 24 h after the last cocaine conditioning session, fixed overnight in 4% PFA in 1x PB, then transferred to a 30% sucrose solution in 1x PB before slicing (100 µm) with a vibratome. D2-MSNs (expressing mCherry and 647-labeled FLAG) were sampled for dendritic spine analysis as described previously^100^. Briefly, dendrites past the secondary branch point and ≥100 um from the cell body were imaged using a Leica SP8 laser scanning confocal microscope equipped with HyD detectors for enhanced sensitivity. Dendritic spine segments were selected only if they satisfied the following criteria: (1) could clearly be traced back to a cell body of origin, (2) were not obfuscated by other dendrites, and (3) were co-labeled with somatic mCherry, but not eGFP, ensuring spines were sampled only in recombined, Cre+ neurons. Images were collected with a 63X oil immersion objective (1.4 N.A.) at 1024 × 512 frame size, 4.1X digital zoom, and a 0.1 µm Z-step size (0.04 × 0.04 × 0.1 µm voxel size). Pinhole was set at 0.8 airy units and held constant. The laser power and gain were empirically determined and then held relatively constant, adjusting only to avoid saturated voxels. Huygens Software (Scientific Volume Imaging, Hilversum NL) was used to deconvolve 3D Z-stacks. Deconvolved Z-stacks were then imported into Imaris (version 9.0.1) software (Bitplane, Zurich CH). The filament tool was then used to trace and assign the dendrite shaft. Dendritic spines were then semi-automatically traced using the autopath function, and an automatic threshold was used to determine dendritic spine head diameter. Variables exported included the average spine head diameter (in µm) as well as the number of dendritic spines per µm of dendrite (spine density). Three to ten segments were sampled per animal, and the average spine head diameter and spine density were calculated for each segment. Data for each variable were then expressed as the number of spine segments/number of animals. All analyses were performed under experimenter-blinded conditions.

### Electrophysiology

All acute-slice electrophysiological experiments were performed in shScram and shNpas4 D1- or D2-Cre mice at 11–13 weeks old. Acute coronal slices (300-μm thickness) containing mPFC and NAc were prepared in a semi-frozen 300 mOsM dissection solution containing (in mM): 100.0 choline chloride, 2.5 KCl, 1.25 Na_2_H_2_PO_4_, 25.0 NaHCO_3_, 25.0 D-glucose, 3.1 Na-pyruvate, 9.0 Na-ascorbate, 7.0 MgCl_2_, 0.5 CaCl_2_ and 5.0 kynurenic acid (pH 7.4) and were continually equilibrated with 95% O_2_ and 5% CO_2_ prior to and during the slicing procedure. Slices were transferred to a 315 mOsM normal artificial cerebrospinal fluid (ACSF) solution containing (in mM): 127 NaCl, 2.5 KCl, 1.20 Na_2_H_2_PO_4_, 24 NaHCO_3_, 11 D-glucose, 1.2 MgCl_2_, 2.40 CaCl_2_, and 0.4 Na-ascorbate (pH 7.4) to recover at 37 °C for 30 min, and then transferred to room temperature ACSF for an additional 30 min prior to recording. NAc MSNs (depth 30–100 μm into the slice) were visualized using infrared differential interference contrast optics (DIC/infrared optics) and identified by their location, apical dendrites, and burst spiking patterns in response to depolarizing current injection. Cre-expressing cells (D1- or D2-MSNs) were identified by Cre-dependent viral expression of mCherry and the absence of GFP (which was removed in Cre-expressing cells to induce shRNA expression). Unless stated otherwise, all electrophysiological experiments were performed in whole-cell voltage clamp mode at −70 mV using borosilicate pipettes (4–6 MΩ) made on a NARISHIGE puller (NARISHIGE, PG10) from borosilicate tubing (Sutter Instruments) and filled with an internal solution containing (in mM): 140.0 CsMetSO4, 5.0 KCl, 1 MgCl_2_, 0.1 CaCl_2_, 0.2 EGTA, 11 HEPES, 2 NaATP, and 0.2 Na2GTP (pH 7.2; 290–295 mOsm).

All data (recordings) were acquired and analyzed using an AXOPATCH 200B amplifier (Axon Instruments), a digitizer BNC2090 (National Instruments), AxoGraph v1.7.0, Clampfit v8.0 (pClamp, Molecular Devices), and MiniAnalysis Program v6.0.9 (Synaptosoft). Data were filtered at 2 kHz using an AXOPATCH 200B amplifier (Axon Instruments) and digitized at 20 kHz using AxoGraph v1.7.0.

### Optically-evoked postsynaptic currents

The evoked postsynaptic responses of NAc D1- or D2-MSNs were elicited by blue-light stimulation of excitatory afferents from the mPFC as previously described^72^. A 473 nm laser (Dragon Laser) coupled to a 50 μm core glass silica optical fiber (ThorLabs) was positioned directly above the slice orientated 30° ∼350 μm from the recording electrode. At the site of recording discounting scattering a region of ∼0.05 mm^2^ was illuminated that after power attenuation due to adsorption and scattering in the tissue was calculated as ∼100 mW/mm^2^^72,101^. Optically-evoked EPSCs were obtained every 10 s with pulses of 473 nm wavelength light (0–10 mW, 2 ms). AMPA-receptor-mediated excitatory postsynaptic currents (EPSCs) were recorded in the presence of picrotoxin (100 μM, Sigma-Aldrich) to block GABAARs. Outliers were assessed using the Grubbs test (alpha = 0.05) in GraphPad Prism software and were excluded from analysis.

### Spontaneous postsynaptic currents

Excitatory spontaneous postsynaptic currents (sEPSCs) were recorded from NAc MSNs in voltage clamp mode at −70 mV. MSNs were identified by their morphology parameters (medium-sized and round-shaped soma, spiny dendrites) and by bursting patterns of action potential firing in response to depolarizing current injection. For recordings we chose specific Cre-expressing MSNs (D1- or D2) that were identified by Cre-dependent viral expression of mCherry and the absence of GFP (which was removed in Cre-expressing cells to induce shRNA expression). Data were recorded in a series of 10 traces (sweeps), for 10 s each. At the beginning of each sweep, a depolarizing step (4 mV for 100 ms) was generated to monitor the series (10–40 MΩ) and input resistance (>400 MΩ). To analyze the data, synaptic events were detected via custom parameters in the MiniAnalysis software (Synaptosoft, Decatur, GA) and subsequently confirmed by an observer. Data were measured until 700 events in a series were analyzed or until the maximal duration of the series.

### Single nuclei RNA-seq and bioinformatic analysis

Wild-type C57BL/6J mice received bilateral NAc infusion of AAV-*Npas4* shRNA-GFP or scrambled-GFP control and underwent conditioned place preference for cocaine or saline (a total of 4 groups with 4 animals per group). Mice were then rapidly decapitated at 12 weeks of age, and brains were extracted into 4 °C Hibernate A medium with GlutaMAX, B27 supplement, and NxGen RNase inhibitor (0.2U/uL). NAc tissues were dissected rapidly, flash frozen, and stored at −80 °C until the day of dissociation. These specific steps were modified from ref. ^49^ by Hughes, B.W. The following day (when all samples were prepared), frozen tissue was slowly thawed on ice and chopped with a razor blade ∼75–100 times in two orthogonal directions. Chopped NAc tissue was lysed with hypotonic lysis buffer (10 mM Tris-HCL, 10 mM NaCl, 3 mM MgCl_2_, 0.1% (v/v) IGEPAL), supplemented with Hibernate-A medium, tissue triturated 15–20 times/sample using 3 glass capillaries with decreasing diameters, followed by 40-micron filtering. Nuclei were isolated by 500 × *g* centrifugation, washed with 1X PBS + 1% BSA and 0.2 U/ul RNase inhibitor. Nuclei were then incubated in eBioscience^TM^ 7-Aminoactinomycin D (7AAD) viability staining solution (Thermo Fisher Cat #00-6993-50), which binds to DNA in permeabilized cells, allowing for the separation of clumps, debris, and whole cells from isolated nuclei during subsequent fluorescence-activated cell sorting (FACS). Samples were then counted and diluted to 1500 nuclei/µl before immediate processing using the 10x Genomics Single-Cell Protocol by the MUSC Translation Science Lab. Libraries were constructed using the Chromium Single-Cell 3’ Library Construction Kit (10x Genomics, v3.1) and sequenced using Vanderbilt’s Next-Gen Sequencing Core (Illumina NovaSeq 6000).

### Sequencing analysis

Raw sequencing data were processed using Cell Ranger (v6.1.2) (PMID: 28091601). Cellranger mkfastq command was used to demultiplex the different samples and cellranger count command was used to generate gene–cell expression matrices. Ambient RNA contamination was inferred and removed using CellBender (v0.232) with standard parameters. Mouse genome mm10 was used for the alignment and genecode vM25 was used for gene annotation and coordinates (PMID: 33270111).

Downstream analysis was performed in R with Seurat (v4.1.0) (PMID: 34062119) and customized R scripts. Data from different samples (S-scScram, C-scScram, S-scNPAS4, C- scNPAS4) were merged into a unique single-cell object. Nuclei with >250 genes, <10000 UMIs, and <5% mitochondrial transcripts were retained for downstream analysis. Genes located in the mitochondrial genome were excluded. Doublets were removed using scDblFinder (v1.8.0) (PMID: 35814628) to obtain an expression matrix with 21,516 genes and 52,743 cells. 

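The barcode lists that precede these filters hold 10975172 entries over the 4 libraries, which are 4765462 distinct 16-base sequences. Of these sequences, 1343411 (28.2%) were listed in 1 library, 1365682 (28.7%) in 2, 1325079 (27.8%) in 3 and 731290 (15.3%) in all 4. Any library shared 53.2% to 65.9% of its barcodes with any other. Among the barcodes of a further library, being listed in one library went with being listed in another, with odds ratios of 1.86 to 2.05 over the 6 pairs of libraries. A barcode sequence therefore names a nucleus only together with its library. The feature list holds 55401 Ensembl gene identifiers and 3 reporter features (Tdtomato, Egfp and Gfp). It includes 37 genes of the mitochondrial genome, the class that the study excluded. Of the gene identifiers, 54349 (98.1%) are in GENCODE M21 with the same version number. The 3054 gene symbols in the part of Supplementary Data 4 used here are all in the feature list.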

The SCTransform workflow was used for count normalization (VST transformation) and data integration (PMID: 31870423) using 30 principal components and resolution of 0.5 for Louvain clustering and UMAP. Cluster marker genes were identified using FindAllMarkers using the Wilcoxon Rank-Sum test with the standard parameters. After removing 4 clusters showing high expression of glutamatergic neuronal markers and subsequent re-clustering, we identified 20 distinct clusters. Cell annotation was performed using two different approaches: (1) marker enrichment using Nucleus Accumbens independent data (PMID: 30257220) by Fisher’s exact test and (2) a predictive machine learning model based on the Nucleus Accumbens atlas reference data (PMID: 34663959) using the R package scPred (v1.9.2) (PMID: 31829268). Cell annotation was then manually curated to reflect both analyses. Analysis for cell markers is provided in Supplementary Data 1 and 3.

### Differential expression analysis

To identify differentially expressed genes between conditions (S-shScram vs. C-shScram, C-shScram vs. C-shNPAS4) in each defined cell type, the R package LIBRA (v1.0.0) with the option MAST was used to perform zero-inflated regression analysis (PMID: 34584091). Genes were defined as significantly differentially expressed at Benjamini–Hochberg correction FDR < 0.05 and abs(log2(Fold Change)) > 0.2. We further confirmed these results using a Wilcoxon’s rank-sum test. Analysis for DEGs is provided in Supplementary Data 2 and 4.

### Gene ontology analyses

Functional annotation of the identified DEGs was performed using ToppGene software (PMID: 19465376). A Benjamini–Hochberg FDR (FDR < 0.05) was used for multiple comparison adjustments. Enrichment was further confirmed using the R package clusterProfiler (v4.2.2) (PMID: 22455463).

### Statistics

Student’s *t* tests and two-way or three-way analyses of variance (ANOVAs) with or without repeated-measures (RM) were used, with ANOVAs followed by Sidak or Tukey post hoc tests when a significant interaction was revealed, to analyze mRNA expression, NPAS4 signal intensity, cocaine conditioned place preference, cocaine and sucrose self-administration, electrophysiology, and dendritic spine morphometric data. All statistical analyses were performed using GraphPad Prism, except for single nuclei RNA-sequencing analysis performed in R. Statistical outliers were detected using a Grubbs test and excluded from further analysis. All data are presented as mean ± SEM. Significance is shown as ^#^*p* < 0.1, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and non-significant values are either not noted or shown as n.s. Detailed statistical results are provided in Supplementary Data 5.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

All processed sequencing data, UMAP coordinates, and annotations have been made freely available to download at the BioCM portal: https://github.com/BioinformaticsMUSC/HughesEtAl_NPAS4Cocaine. Interactive sequencing data are available through ShinyCell at: https://bioinformatics-musc.shinyapps.io/Jessica_NAc_Cocaine_Npas4/. https://bioinformatics-musc.shinyapps.io/Hughes_NAc_Cocaine_NPAS4/. Raw and processed sequencing data to support the findings of this study have been deposited in GEO under accession number: GSE210850. Other source data are provided with this paper in the Source Data file. Source data are provided with this paper.

## Code availability

All code used to analyze the data and to generate the main figures of this paper can be found at^102^: https://github.com/BioinformaticsMUSC/HughesEtAl_NPAS4Cocaine/, 10.5281/zenodo.11265104.

# Supplementary material for: NPAS4 supports cocaine-conditioned cues in rodents by controlling the cell type-specific activation balance in the nucleus accumbens
**Source:** Nat Commun. 2024 Aug 8;15:5971. doi: 10.1038/s41467-024-50099-1
**Supplement:** Supplementary file 1 — Supplementary Information

NPAS4 supports cocaine-conditioned cues in rodents by controlling the cell type-specific activation balance in the nucleus accumbens

Brandon W. Hughes^{1*}, Jessica L. Huebschman^{1*}, Evgeny Tsvetkov¹, Benjamin M. Siemsen², Kirsten K. Snyder¹, Rose Marie Akiki^{1,3}, Daniel J. Wood^{1,3}, Rachel D. Penrod¹, Michael D. Scofield², Stefano Berto¹, Makoto Taniguchi^{1, δ}, Christopher W. Cowan^{1, δ}

*Authors contributed equally to this work

Documents in this PDF:

- **Figure S1 – Extended Data for Figure 1.** Validation of NPAS4-TRAP mice, representation of viral placements for TRAP experiments, TRAP CPP supporting data, quantification of 4OHT-dependent viral labeling of NPAS4-expressing cells, and cocaine conditioning-dependent reactivation of endogenous NPAS4 after cocaine or saline conditioning TRAP.
- **Figure S2 – Extended Data for Figure 2.** Validation of Npas4-TRAP x Ai14 mice, quantification of NPAS4 protein in D1-tdTomato x D2-eGFP mice, single nuclei RNA-seq quality check and cluster comparison to previously published NAc data, and functional enrichment analysis of DEGs between Npas4⁺ and Npas4⁻ cells.
- **Figure S3 – Extended Data for Figure 3A-D.** Validation of Cre-dependent NPAS4 shRNA, representation of viral placements for shRNA experiments, shRNA CPP supporting data, locomotor sensitization, and replication of a key finding with a second sequence-independent shRNA.
- **Figure S4 – Extended Data for Figure 3E-I.** Acquisition, extinction, and cocaine-primed reinstatement following NPAS4 knockdown in D1- or D2-MSNs, representation of viral placement for rat SA experiments, and acquisition, extinction, and reinstatement of sucrose self-administration following NPAS4 knockdown in D2-MSNs.
- **Figure S5 – Extended Data for Figure 4 and 5.** Quantification of FOS⁺ cells following NPAS4 knockdown in D2-MSNs, single nuclei RNA-seq quality check, cluster comparison to previously

published NAc data, and quantification of DEGs within cell-type clusters for different group comparisons.

- **Figure S6 – Extended Data for Figure 6.** Single nuclei RNA-sequencing of the mouse NAc after NPAS4 knockdown and cocaine CPP in D1-MSNs and comparison between D1- and D2-based clusters.
- **Figure S7 – Extended Data for Figure 7.** Spine head diameter analysis in D2-MSNs, representative image of PrL→NAcore virus placements, CPP Pre-Test scores, and NPAS4 knockdown in D2-MSNs, but not D1-MSNs, affects spontaneous EPSC frequency.

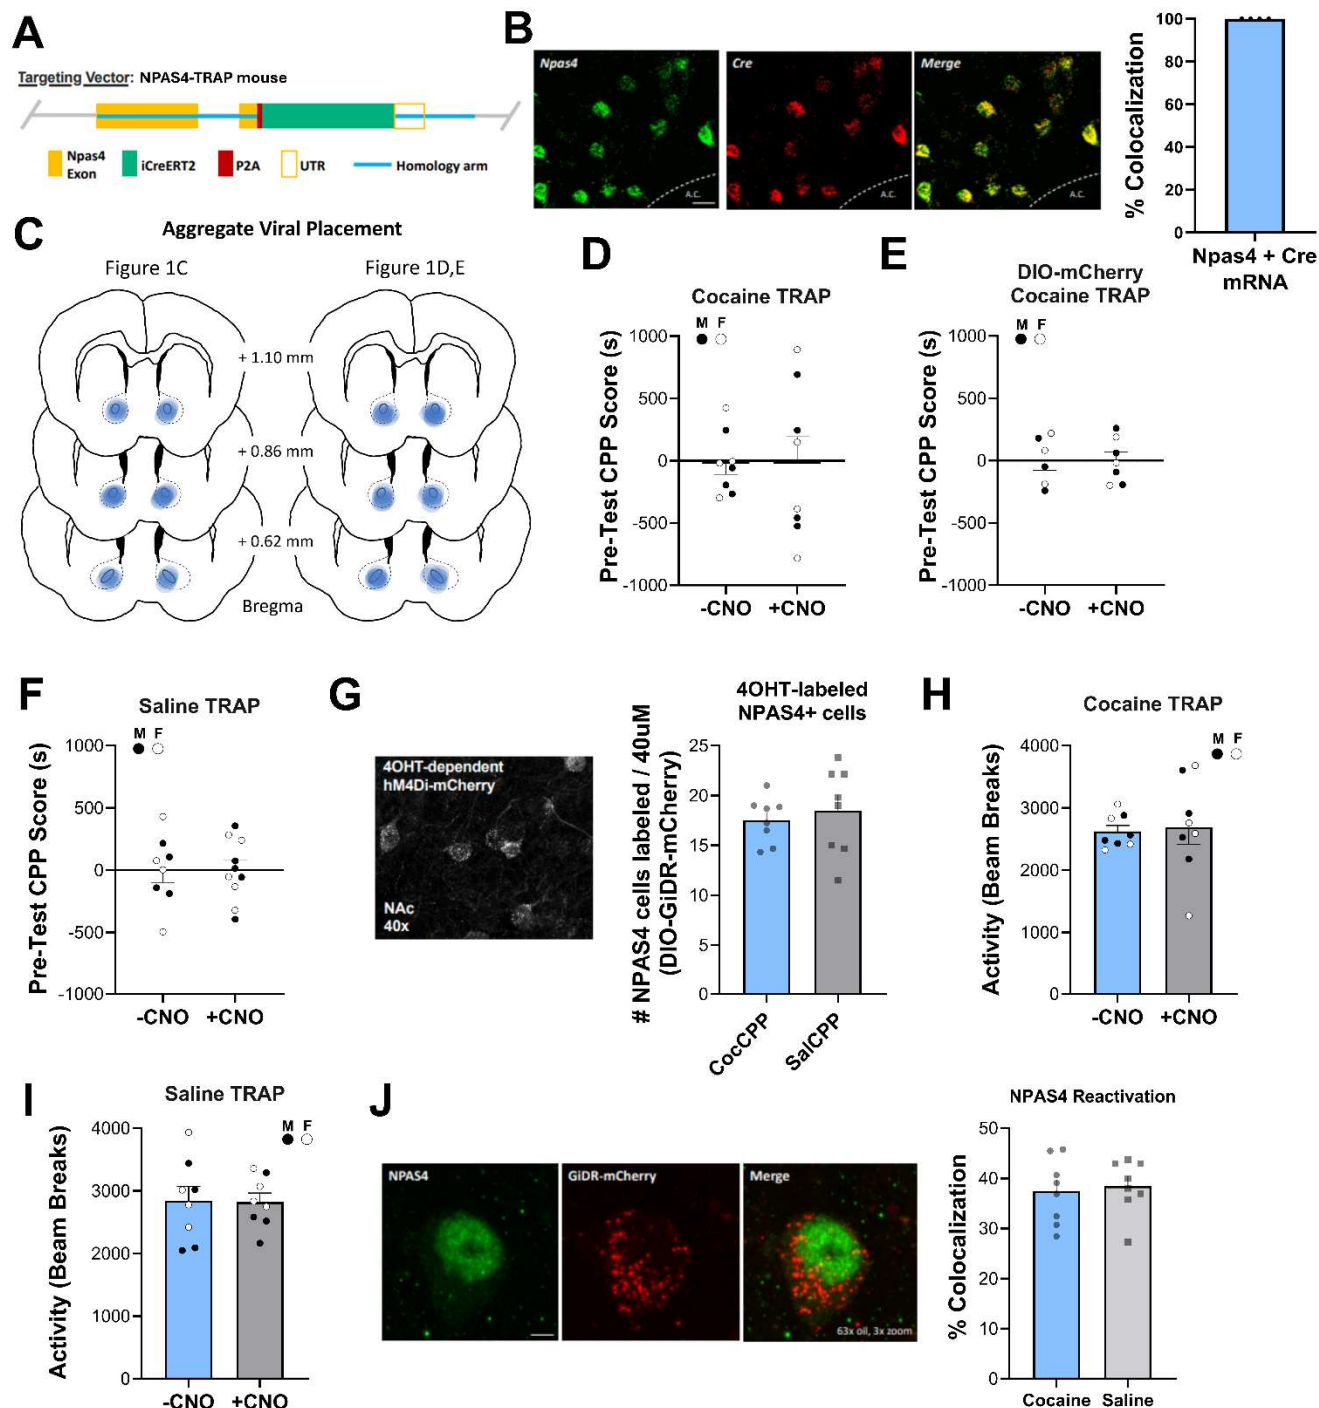

Figure S1 – Extended Data for Figure 1: (A) Targeting vector design for CRISPR/Cas9 generation of new NPAS4-TRAP mice. (B) Representative image and quantification of *Npas4* mRNA colocalization with Cre following cocaine CPP as validation of NPAS4-TRAP mice. (C) Representative NAc-targeted viral expression (A/P: +1.6; M/L: +1.5. D/V: -4.4, from bregma). Pre-test CPP scores for cocaine (D), mCherry control (E), and saline (F) TRAP experiments. (G) Representative image (left) of 4OHT-dependent mCherry-labeled neurons that expressed NPAS4 during cocaine conditioning and quantification (right) of the number of 4OHT mCherry-labeled cells during cocaine and saline conditioning. (H) Activity after 4OHT labeling during cocaine CPP and (I) saline CPP, both showing no effect of post-test CNO on total locomotion. (J) Representative image (left) and quantification (right) of the colocalization of NPAS4 expression in previously 4OHT mCherry-labelled cells following an additional cocaine or saline conditioning session as a measure of ensemble reactivation. Data are shown as mean $\pm$ SEM. See Source Data File and Detailed Statistical Analysis Table.

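Mice whose Npas4-expressing NAc neurons had been labelled during cocaine conditioning, and were then silenced by CNO through the inhibitory receptor hM4Di, showed no mean preference for the cocaine side. From the values per mouse in the Source Data, their CPP score, the seconds in the cocaine-paired chamber minus those in the unpaired one (Fig. 1C), was -40.5 ± 143 (SD, n = 8 mice), against 543 ± 322 (SD, n = 8) without CNO. The difference of means was -584 s (two-sided exact permutation test, p = 0.000311), and 5 of the 8 mice given CNO scored below 0, against 0 of the 8 others. In males the means were -65.5 and 394 s, and in females -15.5 and 692 s. Mice that carried mCherry without the receptor (Fig. 1D) scored 348 ± 249 s (SD, n = 6) without CNO and 372 ± 234 s (SD, n = 7) with it (exact permutation test, p = 0.851). Mice labelled after saline sessions (Fig. 1E) scored 310 ± 270 s (SD, n = 8) without CNO and 258 ± 315 s (SD, n = 10) with it (exact permutation test, p = 0.717). In both of these experiments the difference was smaller than the spread between mice. Whether the effect of CNO differed between the 3 experiments was not tested. From the scores of Fig. 1C to 1E, the paper concludes that the neurons that induced NPAS4 during cocaine conditioning are needed for this preference.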

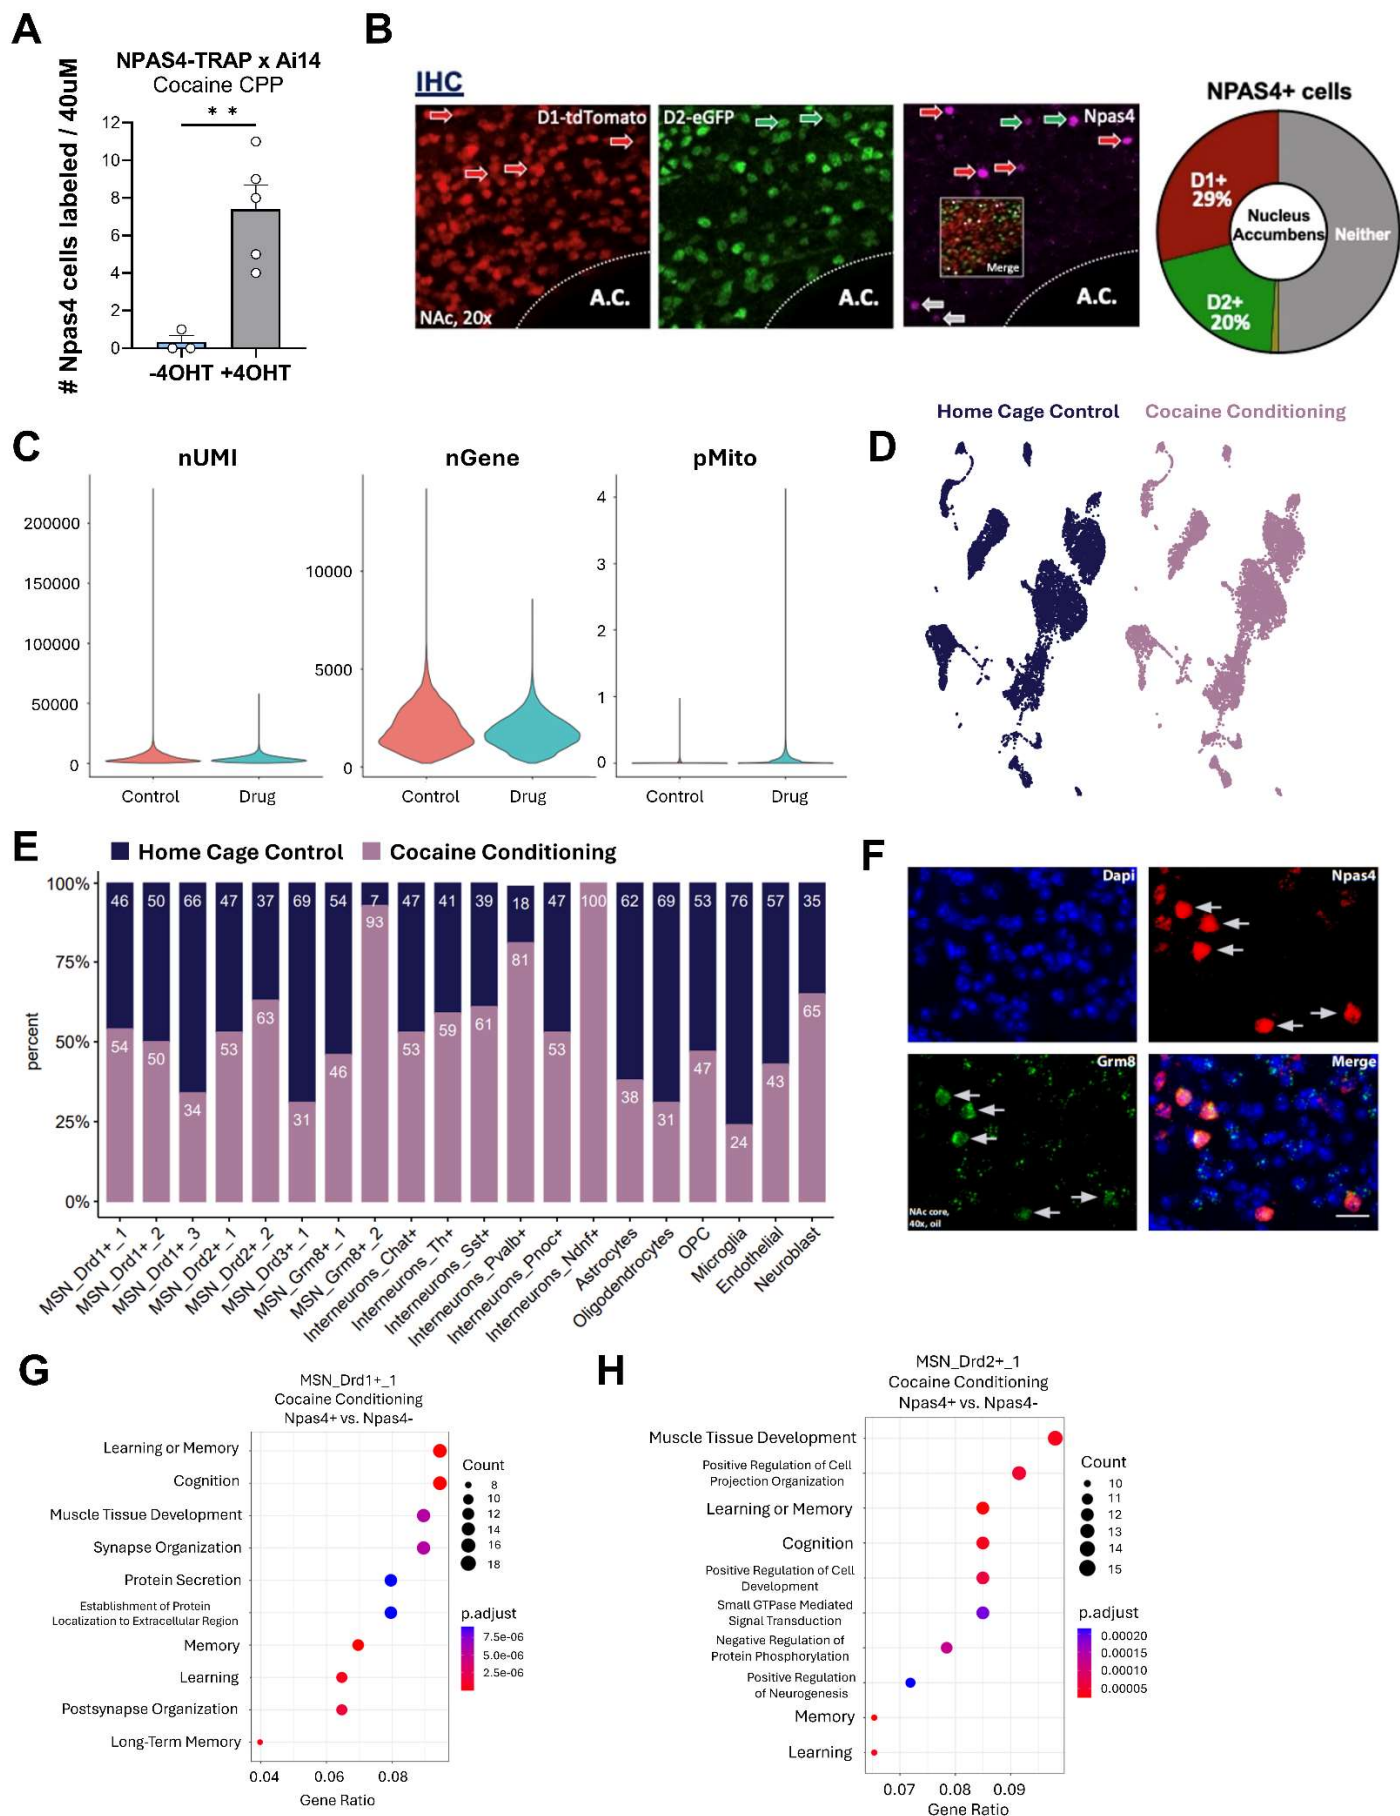

Figure S2 – Extended Data for Figure 2: (A) Number of labeled cells in the NAc of NPAS4-TRAP x Ai14 mice with or without 4OHT administration immediately after cocaine conditioning. (B) Representative images (*left*) and quantification (*right*) showing colocalization of cocaine-induced NPAS4 with D1- or D2-MSNs in a D1-tdTomato x D2-eGFP mouse model. (C) Violin plots showing the numbers of UMIs, total genes, and mitochondrial genes in each group. (D) UMAPs showing similar cluster distributions between groups and similar numbers of each cell type (E) in each group. (F) Fluorescent *in situ* hybridization confirming *Npas4* mRNA expression in NAc cells expressing *Grm8* mRNA (i.e., *Npas4*+ *Grm8*-MSNs). (G) Functional enrichment analysis of *Npas4*+ vs *Npas4*- *Drd1*+₁ and (H) *Drd2*+₁ cells 15 min after cocaine conditioning. Data are shown as mean ± SEM; **p < 0.01. See Source Data File (A,B), Data Availability statement on source data (C-E,G-H), and Detailed Statistical Analysis Table.

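Npas4 mRNA was found in the same share of NAc neurons in both conditions, and the share with a high level was larger shortly after cocaine conditioning. In the Source Data for Fig. 2F, 677 of 7965 neuronal nuclei (8.50%, exact 95% interval 7.90% to 9.13%) were Npas4+ in the home cage pool and 791 of 9306 (8.50%, interval 7.94% to 9.08%) in the cocaine pool. High Npas4, which the study set at the top quartile of expression, was found in 87 home cage nuclei (1.09%, interval 0.876% to 1.35%) and in 196 nuclei after cocaine (2.11%, interval 1.82% to 2.42%). In the D1-MSN clusters, whose neurons carry the D1 dopamine receptor, 23 of 278 Npas4+ nuclei (8.27%) had high Npas4 in the home cage and 88 of 328 (26.8%) after cocaine. In the D2-MSN clusters these were 34 of 196 (17.3%) and 48 of 206 (23.3%), with intervals that overlap. In the Grm8-MSN clusters, a small population marked by a metabotropic glutamate receptor, they were 4 of 35 (11.4%) and 19 of 39 (48.7%). The make-up of this class differed between the pools: MSN_Grm8+_2 gave 0 of the Npas4+ nuclei in the home cage and 12 after cocaine, 8 of them with high Npas4, and in MSN_Grm8+_1 alone the shares were 4 of 35 (interval 3.20% to 26.7%) and 11 of 27 (40.7%, interval 22.4% to 61.2%). In interneurons they were 16 of 149 (10.7%) and 37 of 211 (17.5%), again with intervals that overlap. After cocaine, 44.9% of the nuclei with high Npas4 lay in D1-MSN clusters, 24.5% in D2-MSN clusters and 9.69% in Grm8-MSN clusters. The clusters themselves differed in size between the pools. Interneurons_Pvalb+ held 111 nuclei in the home cage pool and 489 in the cocaine pool, and MSN_Grm8+_2 held 9 and 119. The intervals cover counting error only: each condition is 1 pool of nuclei, and no test between conditions was made. Intervals that overlap do not show that the shares were equal. By a different measure, the level of Npas4 expression, the paper reports a significant rise after cocaine in MSN_Drd2+_1 too.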

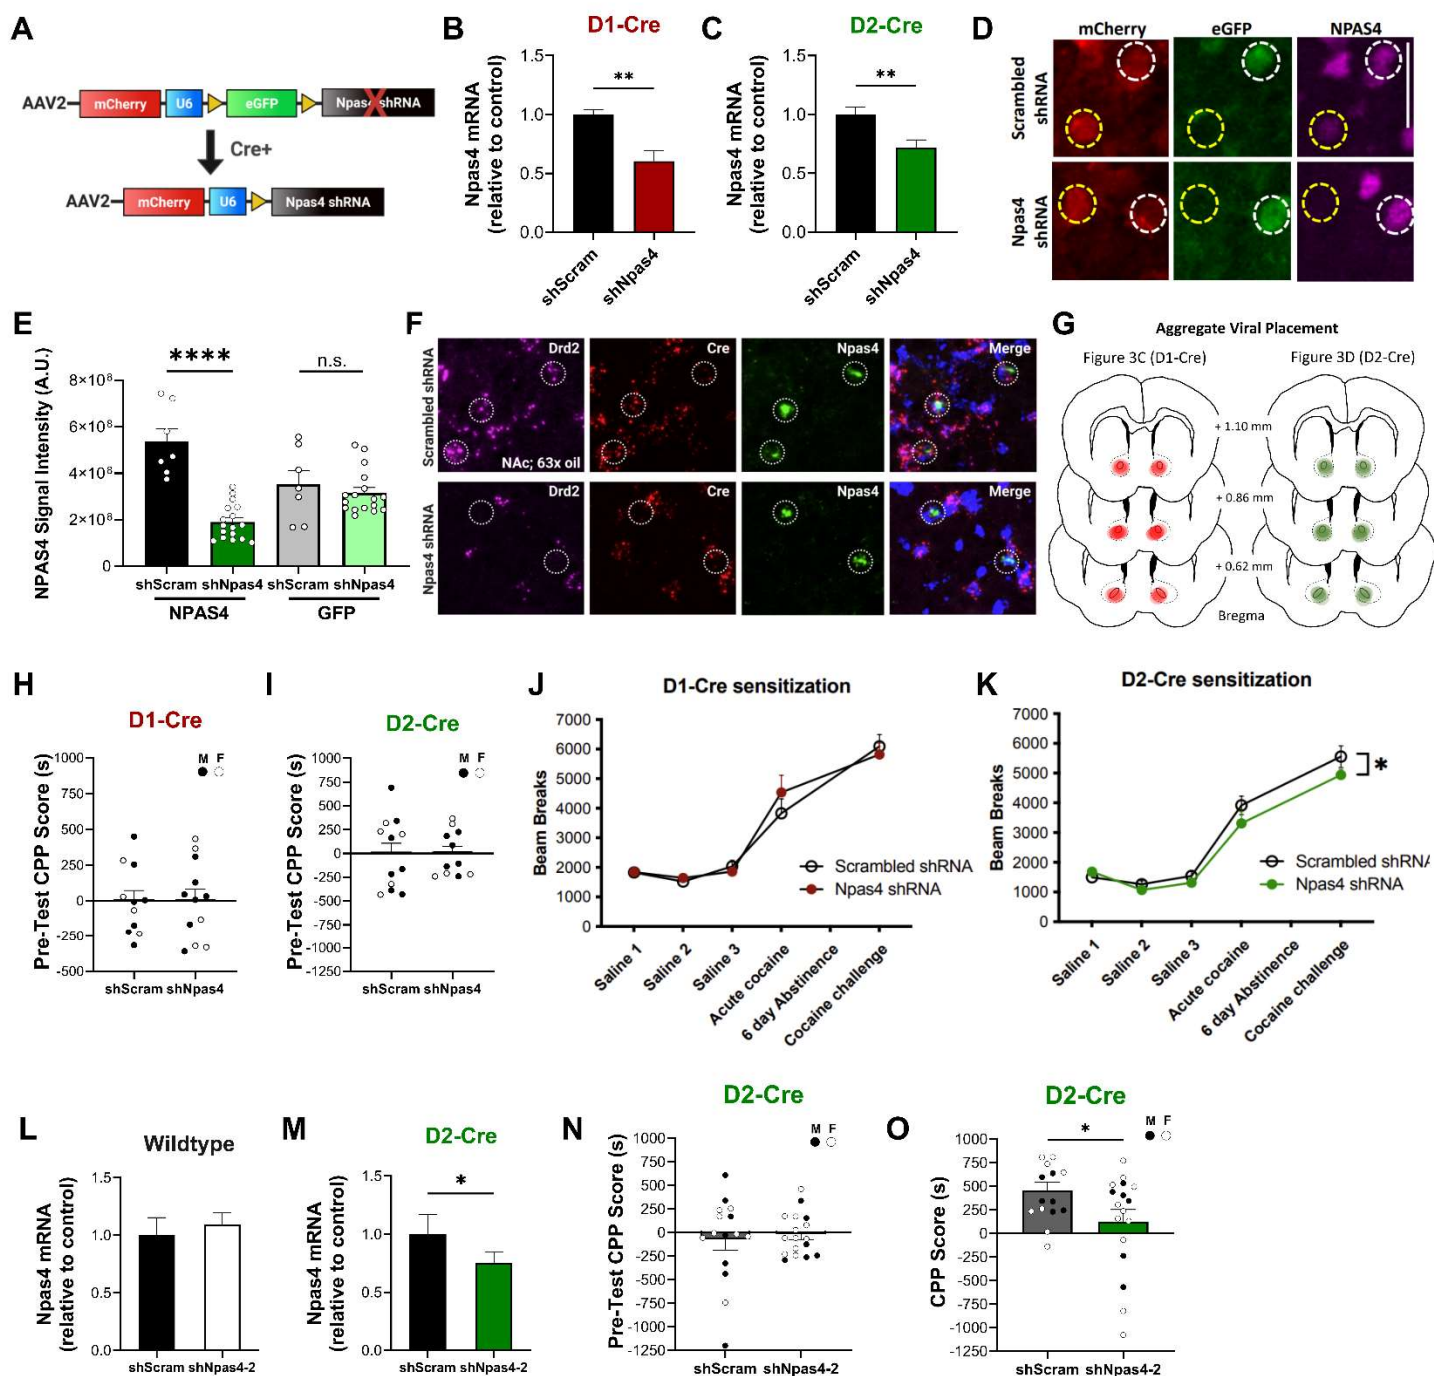

Figure S3 – Extended Data for Figure 3A-D: (A) Vector design of Cre-dependent NPAS4 shRNA. (B-C) qPCR validation of NPAS4 knockdown in D1-MSNs of D1-Cre mice and D2-MSNs of D2-Cre mice. (D-E) Representative image and quantification showing Cre-dependent NPAS4 protein (detected by immunohistochemistry) knockdown with no change in eGFP expression in shScram vs. shNPAS4. (F) RNAscope showing Cre-dependent NPAS4 knockdown in D2-Cre mice. (G) Representation of viral targeting in D1- (left) and D2-Cre (right) mice. (H-I) Pre-test CPP scores for D1- and D2-Cre shNpas4 experiments. (J-K) Locomotor sensitization following NPAS4 knockdown in D1-MSNs and D2-MSNs. (L-M) qPCR validation of a second Cre-dependent shRNA targeting Npas4, with no change in Npas4 expression in wild-type animals, but a significant reduction in D2-Cre mice. Pre- (N) and post-test (O) CPP scores for D2-Cre mice with Npas4 knockdown driven by the second shRNA. Data are presented as mean $\pm$ SEM; * $p < 0.05$, ** $p < 0.01$, **** $p < 0.0001$, ns = not significant. See Source Data File and Detailed Statistical Analysis Table.

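Knockdown of Npas4 in D2-MSNs went with a loss of the mean preference for the cocaine side, and knockdown in D1-MSNs did not. In D2-Cre mice (Fig. 3D) the CPP score was 537 ± 264 s (SD, n = 12 mice) with shScram and -59.6 ± 508 s (SD, n = 11) with shNpas4, a difference of -596 s (two-sided permutation test with 100000 resamples, p = 0.00129). With shNpas4, 6 of the 11 D2-Cre mice scored below 0, against 0 of 12 with shScram. The spread between D2-Cre mice was wide with shNpas4, from -1050 to 791 s. In D1-Cre mice (Fig. 3C) the score was 382 ± 409 s (SD, n = 11) with shScram and 382 ± 265 s (SD, n = 12) with shNpas4 (permutation test, p = 0.997). The difference between the virus effects in the 2 lines was -597 s (permutation of the virus labels within each line, p = 0.0138). Such permutations stand for no virus effect in either line, so the p-value is only approximate for a difference between lines. Among D2-Cre mice, males averaged 588 s with shScram and -75.4 s with shNpas4, and females 465 and -40.5 s. Among D1-Cre mice, the means were 329 and 349 s in males and 475 and 429 s in females. All values were computed from the Source Data for both panels. The paper also reports lower CPP in D2-Cre mice with shNpas4-2 (Fig. S3O), which was not analysed here. From both sets of D2-Cre scores, it concludes that this preference requires NPAS4 in NAc neurons that express the D2 receptor.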

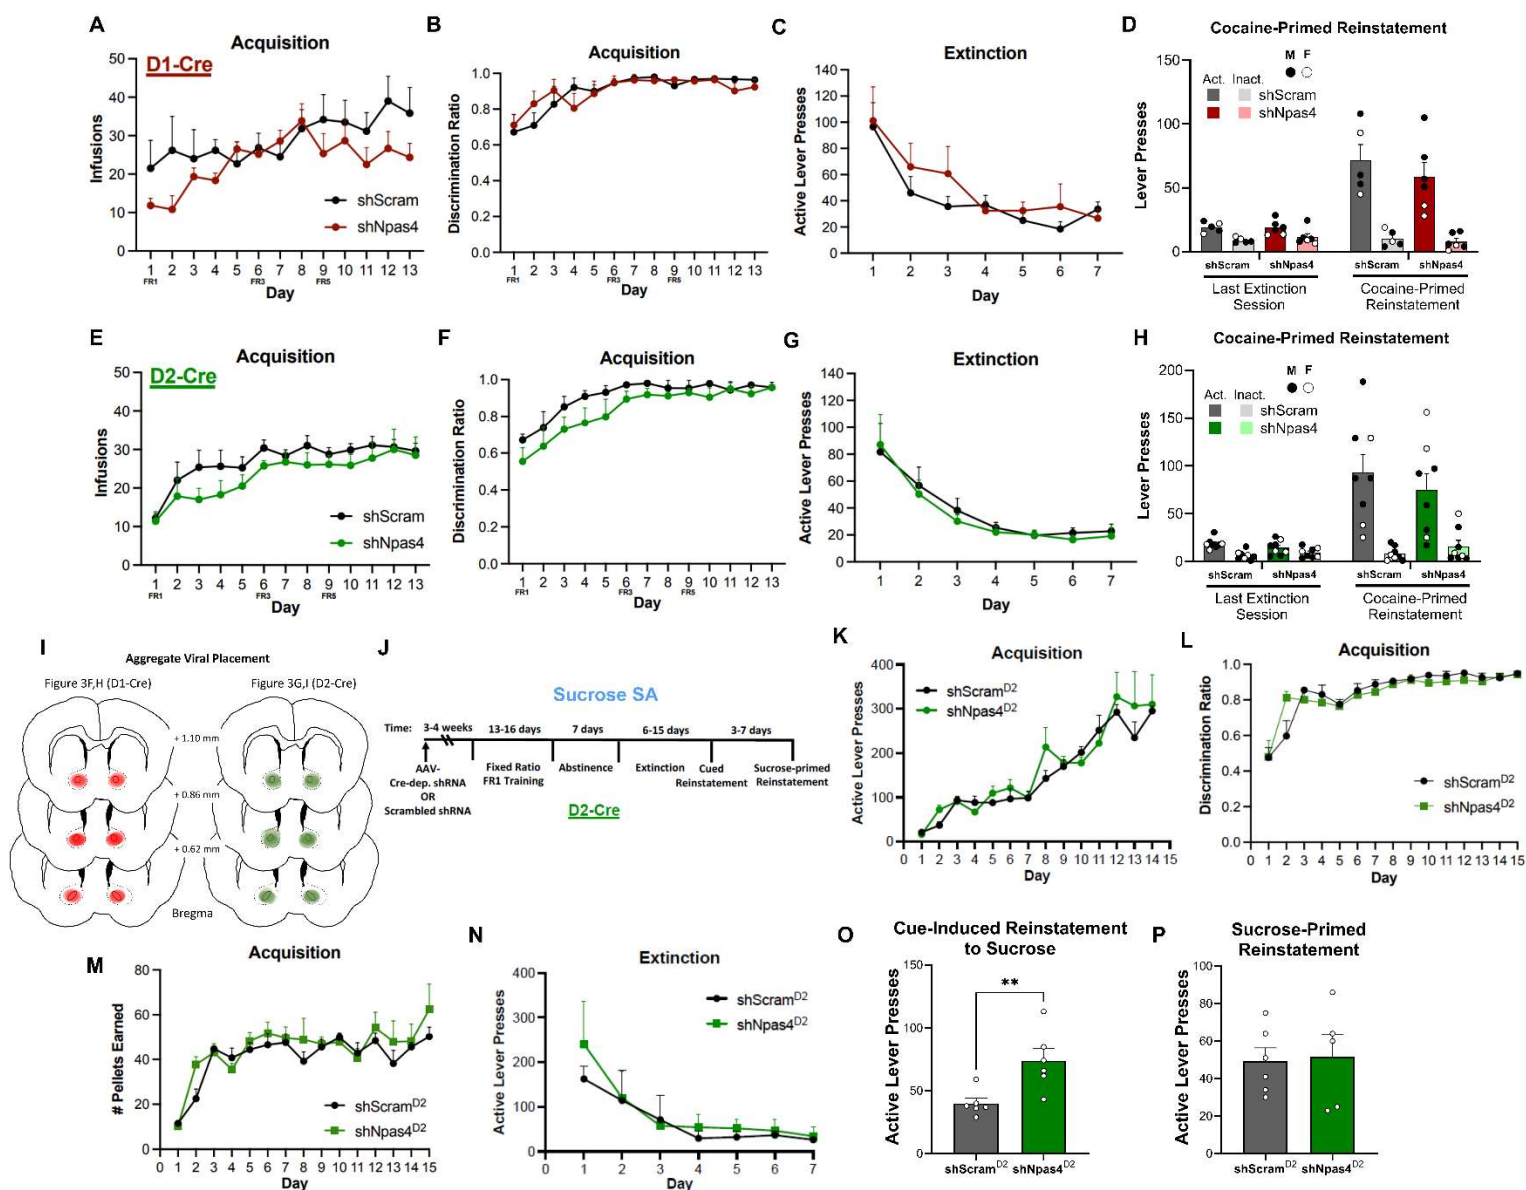

Figure S4 – Extended Data for Figure 3E-I. (A, E) The number of infusions received and (B, F) the lever discrimination ratio for D1- and D2-Cre rats during cocaine SA acquisition following cell type-specific NPAS4 knockdown compared to controls. (C, G) Active lever presses performed by D1-Cre rats during extinction. (D, H) Cocaine-primed reinstatement in D1- and D2-Cre rats following cell type-specific knockdown. (I) Representative viral placements for rat SA studies. (J) Timeline of sucrose SA after NPAS4 knockdown in D2-Cre rats. (K-M) Active lever presses, discrimination ratio, and the number of pellets earned during acquisition. (N) Active lever presses made during extinction. (O) Cue-induced and (P) sucrose-primed reinstatement to sucrose seeking in D2-Cre rats following cell type-specific knockdown of NPAS4. Data are shown as mean $\pm$ SEM; $^{**}p < 0.01$. See Source Data File and Detailed Statistical Analysis Table.

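Rats of both lines pressed the active lever for cocaine more in the last session than in the first, with either virus. The methods describe a fixed-ratio schedule that was raised in steps, so the presses required may have differed between early and late sessions. In the Source Data for Fig. 3F, D1-Cre rats with shScram made 43 active presses on average in session 1 and 209 in session 13, and those with shNpas4 24.8 and 129. Over all sessions the mean per rat was 113 ± 35.6 presses (SD, n = 6 rats) with shScram and 88.1 ± 23.2 (SD, n = 6) with shNpas4 (two-sided exact permutation test, p = 0.175). This leaves out 2 active-press values that the sheet marks as excluded; the difference of -25.2 presses was -9.18 with them kept (exact permutation test, p = 0.740) and -70.1 in the last 3 sessions (exact permutation test, p = 0.121). D2-Cre rats (Fig. 3G) went from 25.3 to 165 presses with shScram and from 19 to 152 with shNpas4. Their mean over sessions was 98.1 ± 18.7 (SD, n = 8) and 86.4 ± 22.4 (SD, n = 8), respectively (exact permutation test, p = 0.274). When the light and tone cues returned after extinction (Fig. 3H), 11 of 12 D1-Cre rats pressed the lever more than in extinction, by 83.5 ± 65.6 presses (SD, n = 12) on average. The rise was 75.3 ± 59.3 presses (SD, n = 6) with shScram and 91.7 ± 76.2 (SD, n = 6) with shNpas4 (exact permutation test, p = 0.723). None of these differences between viruses in Fig. 3F to 3H passed its test. Cued reinstatement in D2-Cre rats (Fig. 3I) was not analysed here.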

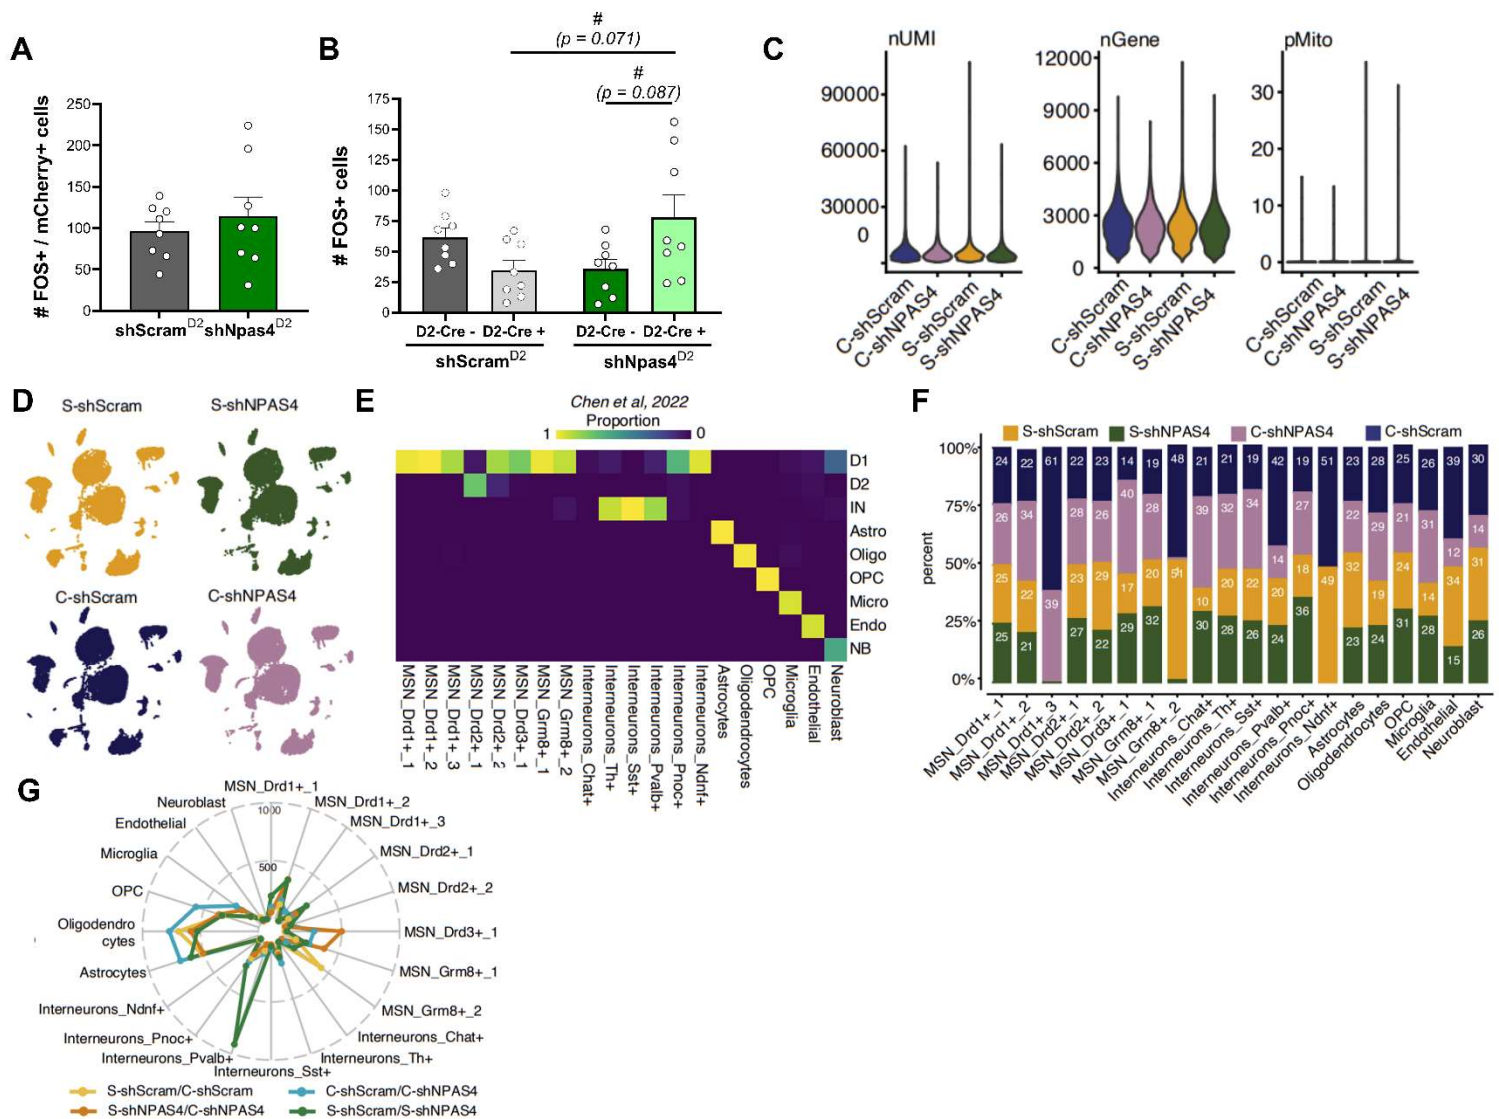

Figure S5 – Extended Data for Figure 4 and 5. (A) Total number of FOS and mCherry positive cells, showing no effect of virus on overall number of FOS positive virally infected cells. (B) Number of FOS positive NAc D2-Cre negative and D2-Cre positive cells with knockdown of NPAS4 in D2-MSNs. (C) Violin plots showing the numbers of UMIs, total genes, and mitochondrial genes in each group. (D) UMAPs showing similar cluster distributions between groups and (E) similar numbers of each cell type in each group. (F) Overlap of defined clusters from this study compared to Chen et al., 2021. (G) Radar plot showing the number of differentially expressed genes in each cluster for each group comparison. Data are presented as mean $\pm$ SEM; * $p < 0.05$, ** $p < 0.01$, **** $p < 0.0001$, ns = not significant. See Source Data File (A-B), Data Availability statement on source data (C-G), and Detailed Statistical Analysis Table.

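Among the clusters whose block of entries ends within the part of Supplementary Data 4 used here, glial cells had more differentially expressed genes (DEGs) than the main MSN clusters in every comparison that covers both. The counts are tallies of the study's own calls, made with nuclei as replicates, at an FDR below 0.05 and an absolute log2 fold change above 0.2. Such counts depend on the number of nuclei per cluster, which was not analysed here, so they do not rank the clusters by strength of response. From S-shScram to C-shScram, 519 genes were listed for astrocytes, 691 for oligodendrocytes, 74 for MSN_Drd2+_1 and 60 for MSN_Drd1+_1. From S-shScram to S-shNPAS4 these numbers were 619, 527, 266 and 195. From C-shScram to C-shNPAS4 they were 713, 769, 122 and 96. MSN_Drd1+_2, a smaller D1-MSN cluster, had 135, 356 and 169 in the same order. In MSN_Drd2+_1 the knockdown virus went mainly with higher expression. Of the listed genes, 218 were higher and 48 lower in S-shNPAS4 than in S-shScram, and 98 were higher and 24 lower in C-shNPAS4 than in C-shScram. Cocaine with the scrambled virus gave 34 higher and 40 lower genes, and cocaine with the knockdown virus 40 higher and 108 lower. MSN_Drd1+_1 had 131 higher and 64 lower genes with the knockdown virus after saline, and 55 higher and 41 lower after cocaine. MSN_Drd1+_2 had 272 higher and 84 lower after saline, and 89 higher and 80 lower after cocaine. The part used here is the first 1999 of 2859, 1998 of 4167, 1998 of 3939 and 269 of 3350 gene entries of the 4 comparisons, in the order S-shScram to C-shScram, S-shScram to S-shNPAS4, C-shScram to C-shNPAS4 and S-shNPAS4 to C-shNPAS4. No overlap or enrichment was therefore tested, and each comparison is between 2 libraries.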

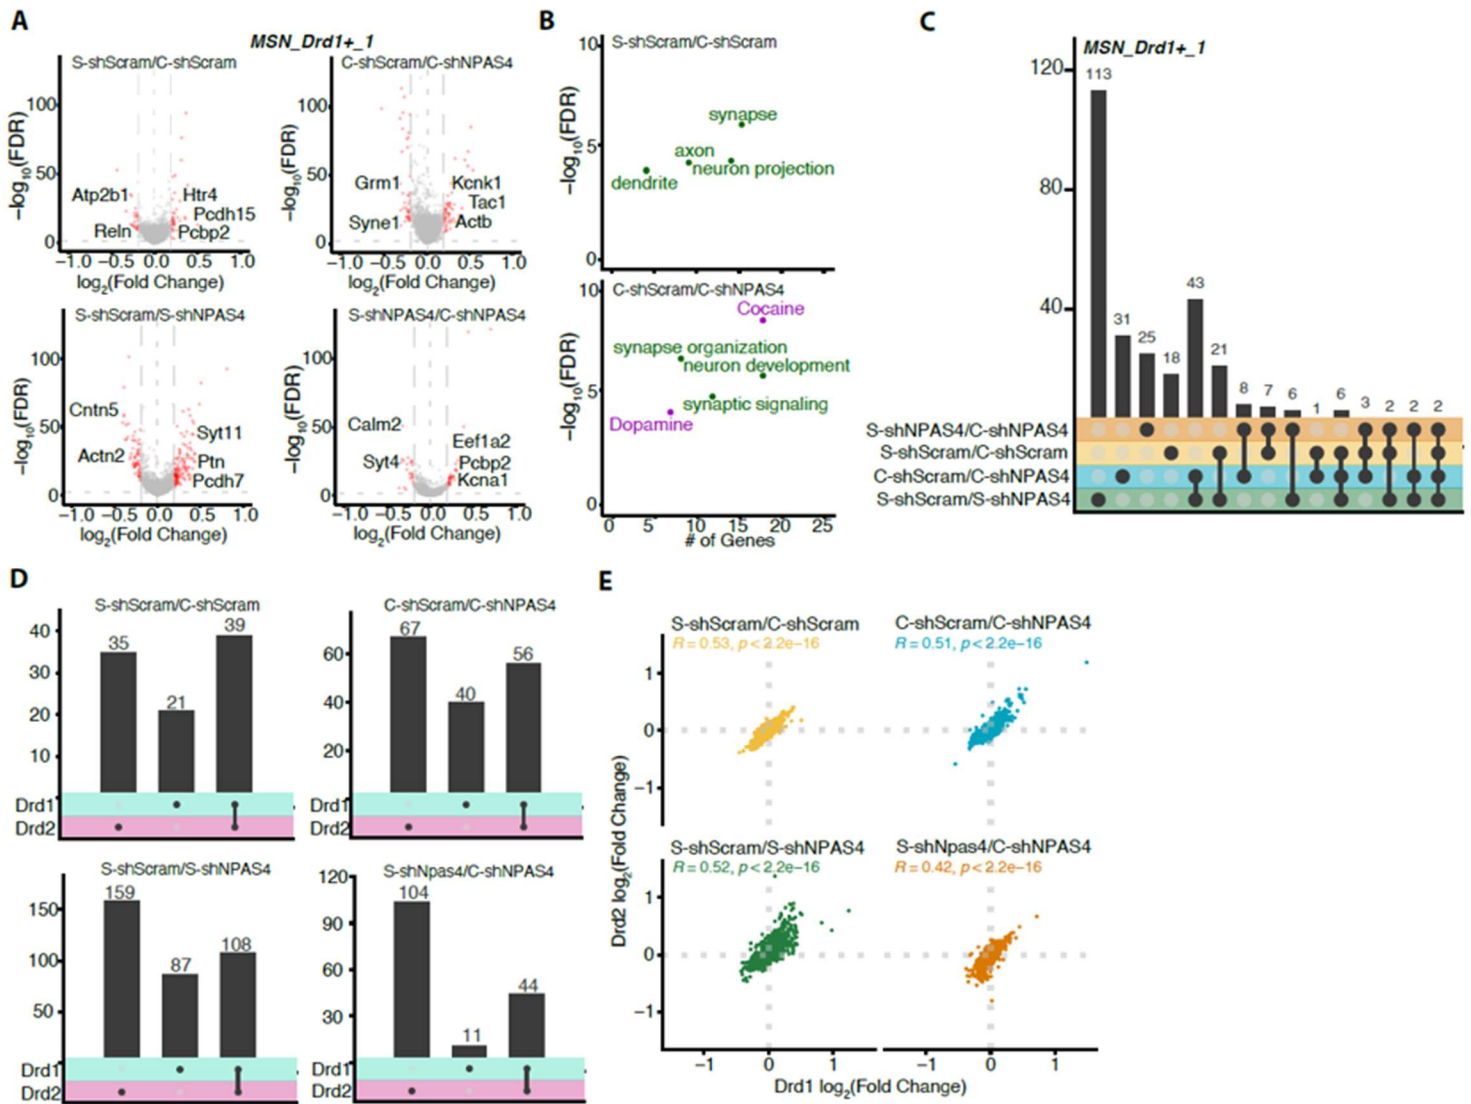

Figure S6 – Extended Data for Figure 6. (A) Volcano plots depicting D1-MSN-specific DEGs in cocaine CPP vs saline CPP mice +/- NPAS4. (B) Gene ontology analysis of DEGs in D2-MSNs comparing (top) "Saline CPP" vs "Cocaine CPP" and (bottom) "Cocaine CPP" vs "Cocaine CPP + shNPAS4." The X-axis depicts the number of genes in each category, whereas the Y-axis corresponds to $-\log_{10}(\text{FDR})$ based on Fisher's exact test. (C) Upset plot showing the number of overlapping DEGs between groups in D1-MSNs. (D) Upset plots showing DEGs specific to D1-MSNs, D2-MSNs, or both cell types. (E) Correlation plots depicting the concordance between fold changes of DEGs in D1- and D2-MSNs and significant correlations in all four groups. The correlation values and the relative p-values are colored by group (Spearman rank correlation). See *Data Availability for source data*.

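In the main D1- and D2-MSN clusters, neuropeptide and granin genes were listed as higher with the knockdown virus, and after saline more genes of ribosomes and oxidative phosphorylation were listed as higher in the D2-MSN cluster than in the D1-MSN cluster. The log2 fold changes here are the study's own, from Supplementary Data 4, and the positions are from GRCm38. Penk (chromosome 4 from 4133531 to 4138819), the enkephalin precursor of D2-MSNs, had -0.25 in MSN_Drd2+_1 from S-shScram to C-shScram, 0.28 from S-shScram to S-shNPAS4 and 0.26 from C-shScram to C-shNPAS4. Tac1 (chromosome 6 from 7554879 to 7565834), the substance P precursor, had 0.57 with the knockdown virus after saline and 0.34 after cocaine in MSN_Drd2+_1, and 0.26 and 0.42 in MSN_Drd1+_1. It is also a marker of D1-MSNs, and of the fixed list of such markers (Drd1, Pdyn, Tac1 and Isl1) it alone is among the entries for MSN_Drd2+_1. Scg2, a granin of secretory vesicles (chromosome 1 from 79434669 to 79440120), had 0.72 in MSN_Drd2+_1 and 0.55 in MSN_Drd1+_1 from C-shScram to C-shNPAS4. In all, 4 genes of this group were listed as higher and 0 as lower in MSN_Drd2+_1 with the knockdown virus after saline, and 6 and 0 after cocaine. From S-shNPAS4 to C-shNPAS4, 1 was higher (Cartpt) and 3 were lower (Tac1, Penk and Pcsk1n). Most genes listed for MSN_Drd2+_1 were higher with the knockdown virus, 218 of 266 after saline and 98 of 122 after cocaine. For MSN_Drd1+_1 these were 131 of 195 and 55 of 96. For MSN_Drd1+_2, a smaller D1-MSN cluster, they were 272 of 356 and 89 of 169, so the excess of higher genes after saline was not particular to MSN_Drd2+_1. The gene groups were counted in MSN_Drd2+_1 and MSN_Drd1+_1 alone. Of cytosolic ribosomal protein genes, 21 were higher and 1 lower in MSN_Drd2+_1 with the knockdown virus after saline, against 0 and 2 in MSN_Drd1+_1. Of oxidative phosphorylation genes, 12 were higher and 0 lower in MSN_Drd2+_1, against 1 and 4 in MSN_Drd1+_1. After cocaine the counts were smaller: 7 ribosomal protein genes were higher and 1 lower in MSN_Drd2+_1, against 1 and 0 in MSN_Drd1+_1, and 4 oxidative phosphorylation genes were higher and 2 lower, against 1 and 3. At an absolute log2 fold change above 0.25, the ribosomal protein genes listed for MSN_Drd2+_1 were 12 in place of 22 after saline and 1 in place of 8 after cocaine, and those of oxidative phosphorylation 9 in place of 12 and 3 in place of 6. From S-shNPAS4 to C-shNPAS4, 0 ribosomal protein genes were higher and 8 lower in MSN_Drd2+_1, 1 and 7 of oxidative phosphorylation, and 0 and 3 of actin and tubulin, so more genes of these groups were higher than lower in S-shNPAS4 relative to both S-shScram and C-shNPAS4. The difference between MSN_Drd2+_1 and MSN_Drd1+_1 was not tested. Cox5a and Atp5g3 had 0.63 and 0.58 in MSN_Drd2+_1 after saline. Actin and tubulin genes were higher in both clusters (6 and 2 genes), led by Actb with 0.71 in MSN_Drd2+_1. Among the genes labelled for D1-MSNs, Pcdh15, a protocadherin gene (chromosome 10 from 73099342 to 74649737), had 0.51 in MSN_Drd1+_1 from S-shScram to C-shScram and 0.99 from S-shScram to S-shNPAS4. In the latter comparison it had 0.42 in MSN_Drd2+_1. Slc8a1, a sodium-calcium exchanger gene (chromosome 17 from 81373105 to 81738377), had 0.37 and 0.83 in MSN_Drd1+_1, and 0.35 and 0.55 in MSN_Drd2+_1. Reln, the gene of the secreted protein reelin (chromosome 5 from 21884454 to 22344702), had -0.25 and -0.42 in MSN_Drd1+_1. From S-shScram to S-shNPAS4 it had -0.30 in MSN_Drd2+_1. Egfp, the virus's own marker, was also higher with the knockdown virus, by 0.76 after saline and 1.19 after cocaine in MSN_Drd2+_1 and by 1.25 and 1.49 in MSN_Drd1+_1. Oligodendrocyte and astrocyte markers had 0 listed genes in both clusters. Npas4 is not among the entries used here. The gene groups were fixed after the table had been looked at, and each comparison is between 2 libraries, so none of these changes has a replicate check.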

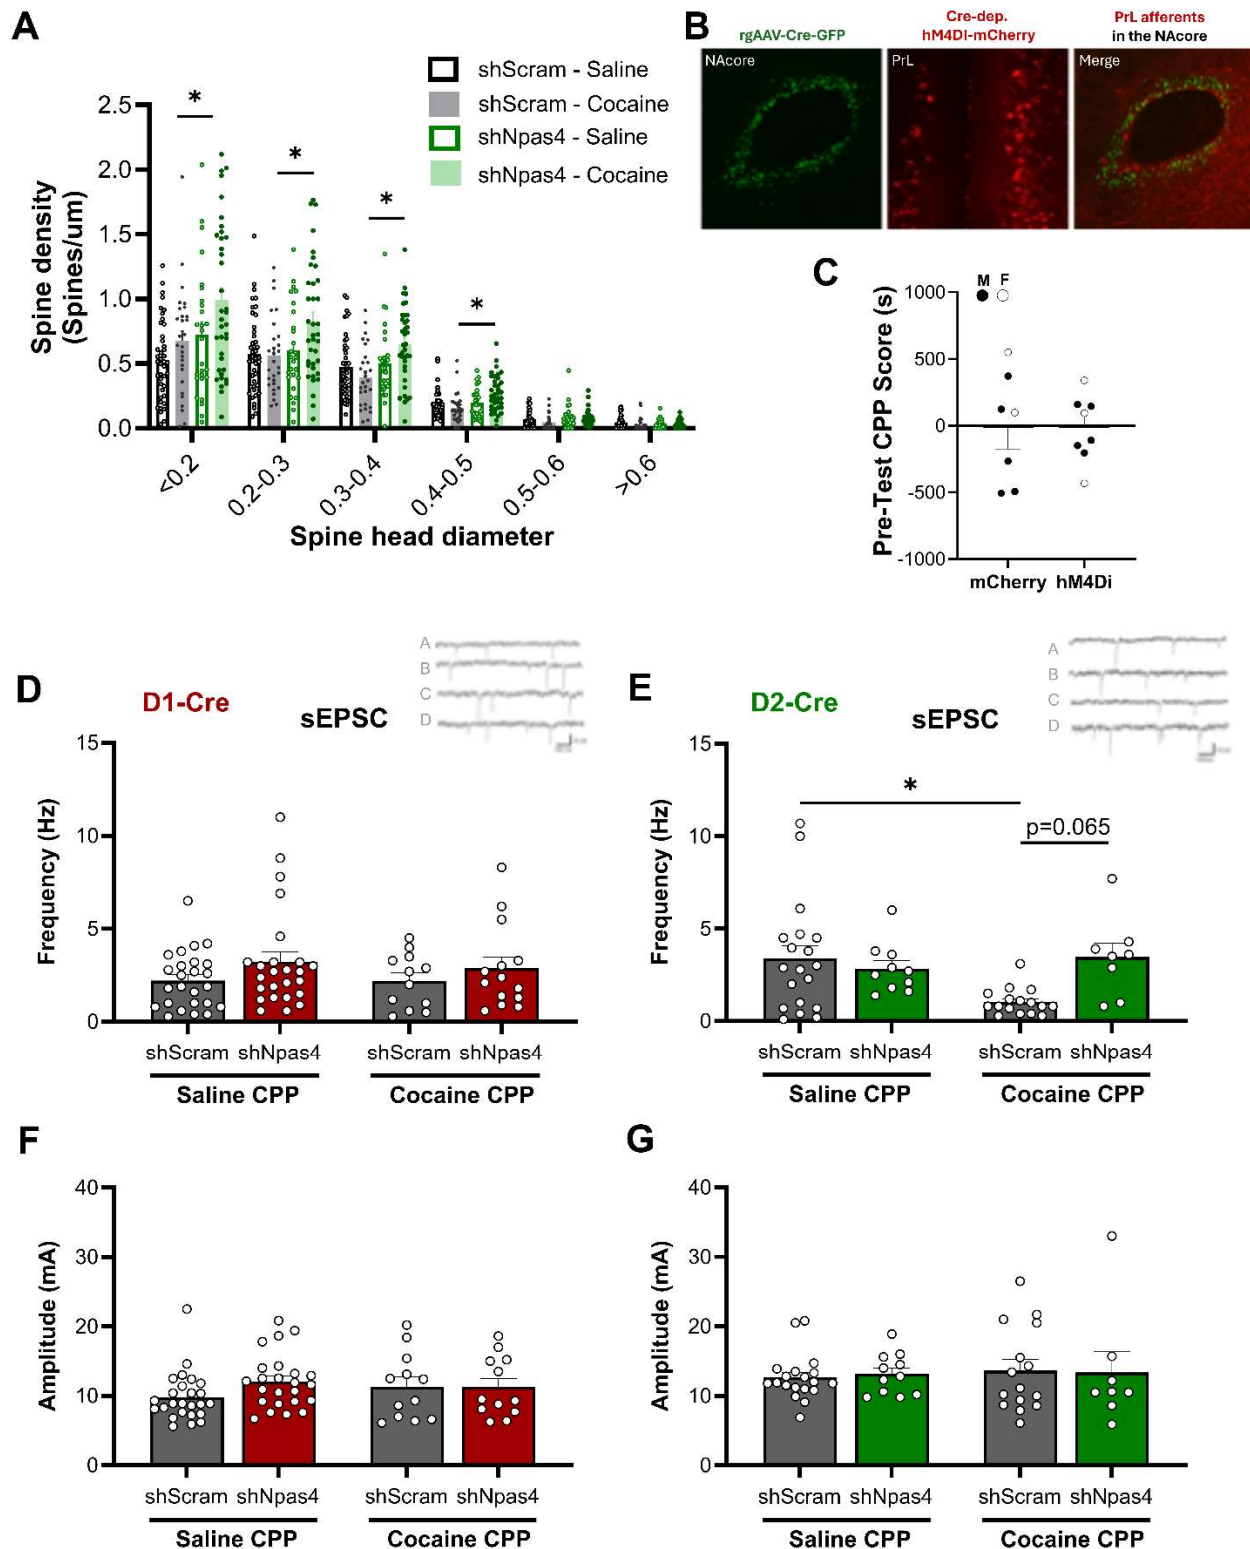

Figure S7 – Extended Data for Figure 7. (A) Quantification of spine density in D2-MSNs by spine head diameter. (B) Representative image showing AAV-retrograde Cre in the nucleus accumbens core (green) and AAV-Cre-dependent hm4Di-mCherry in the prelimbic cortex (red). (C) Pre-test CPP scores for experiment in Figure 7E. (D-E) Spontaneous EPSC frequencies in D1-MSNs and D2-MSNs. (F-G) sEPSC amplitudes after NPAS4 knockdown in D1-MSNs (left) and D2-MSNs (right) following cocaine conditioning. Insets on D and E show representative traces of spontaneous transmission in the following groups: (A) S-shScram, (B) S-shNPAS4, (C) C-shScram, and (D) C-shNPAS4. Data are shown as mean $\pm$ SEM; * $p < 0.05$. See Source Data File and Detailed Statistical Analysis Table.

# Supplementary material for: NPAS4 supports cocaine-conditioned cues in rodents by controlling the cell type-specific activation balance in the nucleus accumbens
**Source:** Nat Commun. 2024 Aug 8;15:5971. doi: 10.1038/s41467-024-50099-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

NPAS4 supports cocaine-conditioned cues in rodents by controlling the cell type-specific activation balance in the nucleus accumbens

Brandon W. Hughes^{1*}, Jessica L. Huebschman^{1*}, Evgeny Tsvetkov¹, Benjamin M. Siemsen², Kirsten K. Snyder¹, Rose Marie Akiki^{1,3}, Daniel J. Wood^{1,3}, Rachel D. Penrod¹, Michael D. Scofield², Stefano Berto¹, Makoto Taniguchi^{1, δ}, Christopher W. Cowan^{1, δ}

*Authors contributed equally to this work

Legends for Supplementary Data Files (external attachments):

- **Supplementary Data 1:** Marker gene statistics for all clusters in the snRNA-seq datasets shown in Fig. 2.
- **Supplementary Data 2:** Differential expression statistics related to Figure S2.
- **Supplementary Data 3:** Marker gene statistics for all clusters in the snRNA-seq datasets are shown in Figure 5.
- **Supplementary Data 4:** Differential expression statistics related to Figures 5 and 6.
- **Supplementary Data 5:** Details for All Statistical Analysis

# Supplementary material for: NPAS4 supports cocaine-conditioned cues in rodents by controlling the cell type-specific activation balance in the nucleus accumbens
**Source:** Nat Commun. 2024 Aug 8;15:5971. doi: 10.1038/s41467-024-50099-1
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	R v4.1.2, Prism v9.3.0 (GraphPad)
Data analysis	Cellranger (v6.1.2) for single nuclei RNA-seq analysis. Cellbender (v0.232) for RNA ambient removal. R package Suerat (v4.1.0) for downstream clustering analysis. scDBIFinder (v1.8.0) to identify doublets. scPred (v1.9.2) for predictive cell annotation using a reference based data. LIBRA (v1.0.0) for the differential expression analysis based on MAST. The analysis code described in this study is available at https://github.com/BioinformaticsMUSC/HughesEtAl_NPAS4Cocaine/<br>https://zenodo.org/doi/10.5281/zenodo.11265104

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All processed sequencing data, UMAP coordinates, and annotations have been made freely available to download at the BioCM portal:

https://github.com/BioinformaticsMUSC/HughesEtAl_NPAS4Cocaine.

Interactive sequencing data is available through ShinyCell at:

https://bioinformatics-musc.shinyapps.io/Jessica_NAc_Cocaine_Npas4/

https://bioinformatics-musc.shinyapps.io/Hughes_NAc_Cocaine_NPAS4/

Raw and processed sequencing data to support the findings of this study have been deposited in GEO under accession number: GSE210850.

Other source data are provided with this paper in the Source Data file.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	rabbit-NPAS4 (kindly gifted from Dr. Michael Greenberg's Lab; 1:1000), rabbit-cFOS (#226009, Synaptic Systems, 1:1000), rabbit-FLAG (#F2555, Sigma Aldrich, 1:1000), species-specific secondary antibodies produced in donkey and conjugated to Alexa Fluor 488, Alexa Fluor 555, or Alexa Fluor 647 (Thermo Fisher Scientific, 1:500). RNAscope probes (ACD Bio) included MmNpas4-C1 (#423431), iCre-C2 (#423321-C2), Mm-Drd1a-C2 (#406491-C2), Mm-Drd1a-C3 (#406491-C3), Mm-Drd2-C3 (#406501-C3), and tdTomato-C1 (#317041)
Validation	NPAS4: Lin et al., 2008; Taniguchi et al., 2017<br>cFOS: Li et al., 2022<br>FLAG: Siemsen et al., 2022; He et al., 2015; Qungang et al., 2012; Banerjee et al., 2017; Hamajima et al., 2013; Wang et al., 2017

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	All experiments were conducted in male and female animals 8-16 weeks of age during their dark phase. All animals were fed ad libitum, unless specified otherwise, and maintained at ~22 degrees Celsius in a humidity controlled environment on a reverse 12-h light/dark cycle. All mice were bred on the C57BL/6J background. Some experiments utilized transgenic mice, including NPAS4-TRAP, Drd1a-Cre (line FK150), Drd2-Cre (line ER44), D1-tTomato, and D2-eGFP, which were obtained from P. Kalivas and NINDS/GENSAT. D1- and D2-Cre rats were obtained from NIDA, and then backcrossed to Charles River Long-Evans rats.
Wild animals	No wild animals were used in this study.
Reporting on sex	All experiments include approximately equal numbers of male and female animals. We observed no effect of sex in these experiments and data is displayed disaggregated by sex where possible.
Field-collected samples	The study did not involve field-collected samples.
Ethics oversight	The Institutional Animal Care and Use Committee (IACUC) at Medical University of South Carolina<br>The NIDA-IRP Institutional Animal Care and Use Committee of the US National Institutes of Health (NIH)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	This research did not involve plants.
Novel plant genotypes	This research did not involve plants.
Authentication	This research did not involve plants.

How the deposited data were processed for this re-analysis (not part of the article)

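Nuclei of the nucleus accumbens were sequenced in 4 libraries, 1 for each of S-shScram, C-shScram, S-shNPAS4 and C-shNPAS4, with 4 mice per group. Each library has a list of cell barcodes and a list of features. The authors made the deposited lists with Cell Ranger 6.1.2 on the mouse genome build mm10, with GENCODE vM25 stated in the methods as the annotation. The submitters' processing notes also name Seurat 4.1.0. The lists hold names and no measured values, and a matrix of counts was not analysed here. Depth per library is therefore unknown, and no expression value, fold change or knockdown was computed from the libraries.

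From the lists, the number of entries and of distinct barcodes was counted in each library, with the number shared between libraries. The association between the lists of 2 libraries was taken as the odds ratio among the barcodes of a further library, with a 95% interval for counting error. Feature lists were compared with each other, with the symbols in the part of Supplementary Data 4 used here, and with GENCODE M21 on GRCm38. That annotation holds 55450 genes and differs from the one the authors used. Of 55401 gene identifiers, 54349 were found in it with the same version and 55141 without regard to the version.

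The 2 shRNA target sequences given in the methods were searched on both strands of 141767 annotated transcripts with up to 2 mismatches, and 20 bases on each side were taken from the transcript. Genome sequence outside transcripts and the rat genome were not used here.

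Values per animal, counts of nuclei and gene tables were taken from the paper's Source Data and Supplementary Data 4. The authors made CPP scores as seconds in the paired minus the unpaired chamber, with the unit read from the axes of Fig. 1C to 1E. Group means are given with their SD over animals. Groups were compared by two-sided exact permutation tests of the difference of means where the smaller group had fewer than 10 animals, and by permutation tests with 100000 resamples otherwise. The difference between D2-Cre and D1-Cre mice was tested by permuting virus labels within each line. This stands for no virus effect in either line, so it tests equal effects in the lines only approximately. The Source Data values had been read when these tests were chosen, and no test statistic had been computed. Shares of nuclei have exact Clopper-Pearson 95% intervals, which cover counting error only, since each condition is 1 pool.

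The log2 fold changes and FDR values of Supplementary Data 4 are the authors' own, from MAST through LIBRA with nuclei as replicates, at an FDR below 0.05 and an absolute log2 fold change above 0.2. They were counted per cluster and direction, and for 17 groups of genes defined by symbol. The genes named are those that the paper names in its text or on its volcano plots, Npas4 and virus features, the 3 highest and 3 lowest genes of each comparison in MSN_Drd2+_1, and members of the groups; 1 gene that this rule covers is not reported here. This rule and the groups were written after the table had been looked at. Because part of the table was used, no overlap, enrichment or correlation was computed on it.

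The alternatives were medians in place of means, males or females alone, labels permuted within sex, and each group without the mouse farthest from its median. For rats they were the last 3 sessions alone, the marked values kept, presses at the cue alone, and a log2 ratio with 1 press added. The others were neurons without Pnoc+ interneurons or MSN clusters alone, an absolute log2 fold change above 0.25, an FDR below 0.001, 1 or 2 mismatches, symbols matched without regard to case, entries in place of distinct barcodes, and the other further library for the odds ratio. All of them were set before the libraries' data were examined, when values of the Source Data and Supplementary Data 4 had already been seen. The permutation test, the sequence search and the odds ratio were tested on simulated data. The computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.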

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

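The test of Egfp was chosen after part of its values had been seen.

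The virus effect on the CPP score differed between the lines, by -597 s in D2-Cre mice relative to D1-Cre mice (permutation test, p = 0.0138). The permutations stand for no virus effect in either line, so p-values for this difference are approximate. Without the mouse farthest from the median of each group the difference was -427 s (permutation test, p = 0.0435), and with males and females weighted equally it was -572 s (permutation within sex, p = 0.0157). These values argue against a few extreme mice or unequal numbers of each sex as the whole cause. The lines were run as separate panels, so a difference between cohorts stays open, as does the loss of a role of NPAS4 that is particular to D2-MSNs, which is the paper's reading and may account for the pattern.

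The share of neurons with high Npas4 was 1.09% in the home cage pool (exact 95% interval 0.876% to 1.35%) and 2.11% after cocaine. With the clusters weighted as in the home cage pool, the share after cocaine was 2.13%, which lies above that interval, so a different mix of neuron clusters is unlikely to be the whole cause. Sequencing depth of the pools was not tested, and with 1 pool per condition a difference between pools and an effect of cocaine stay open together.

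Egfp was listed as higher with the knockdown virus in MSN_Drd2+_1, by 0.76 on the log2 scale after saline and 1.19 after cocaine. If more virus transcript in the whole library were the cause, Egfp should be higher in the other clusters too; it was listed as higher in 3 of 8 other pairs of a cluster and a comparison whose block of entries ends within the part used here, lower in 0 and not listed in 5. The bound set for this test, that a minority of them list Egfp as higher, was met, and would have argued against that cause. The bound was a wrong one, because a cluster in which Egfp is not listed holds no value and excludes nothing. The 5 pairs without a value were astrocytes and oligodendrocytes in both comparisons and MSN_Drd1+_2 after cocaine. The 3 with a value were MSN_Drd1+_1 after saline (1.25) and cocaine (1.49) and MSN_Drd1+_2 after saline (1.19). Outside these 8 pairs, MSN_Grm8+_1, whose block of entries is cut, also listed Egfp as higher after cocaine (0.72). After saline the entries used here for MSN_Grm8+_1 hold no Egfp. The question stays open, since more virus per neuron, more infected neurons and a stronger reporter in the knockdown libraries cannot be told apart here.

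In the mCherry control experiment (Fig. 1D), 1 of the mice given CNO stood far below the others of its group, with a CPP score of -96.8 s; it was the only such group among the 16 tested, and chance alone gives about 1 in 20 groups.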

How the results depend on the processing

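Of 78 values recomputed under alternatives, 55 kept their direction and their side of the threshold or stayed within the bounds set, 8 reversed and 15 moved. These leave out the counts of single gene groups in MSN_Drd2+_1, of which 49 of 68 stayed within 1.5 times and 19 moved at an absolute log2 fold change above 0.25. The 49 include groups without any listed gene, whose count could not change, so they do not measure stability. Some of the 55 were likewise fixed. No barcode list repeats an entry, and all 3054 symbols were already found with regard to case. Permuting within sex keeps the difference of means and can change the p-value only. The 55 are therefore not a measure of stability either. The differences of Fig. 1C and 3D and the difference between lines kept their direction with p below 0.05 under every alternative run. The differences that reversed did not pass their test in any setting. The difference in active presses of D1-Cre rats (Fig. 3F) was -25.2 per session, -9.18 with the marked values kept and -70.1 in the last 3 sessions. With medians, they were -0.75 s (Fig. 1D), 40.1 s (1E), -21.0 s (3C) and -19.8 presses (3H). In females alone they were -100.4 s (1D) and -45.3 s (3C), in males alone 158 s (1E), and without the mouse farthest from its group's median -37.4 s (3C). The share of neurons with high Npas4 after cocaine was 2.45% in MSN clusters alone. At an absolute log2 fold change above 0.25 fewer genes pass by construction: in the order S-shScram to C-shScram, S-shScram to S-shNPAS4, C-shScram to C-shNPAS4 and S-shNPAS4 to C-shNPAS4, 31, 158, 56 and 78 genes in MSN_Drd2+_1, and 19, 105, 45 and 25 in MSN_Drd1+_1. Summed over the fixed groups, the counts in MSN_Drd2+_1 were then 6 from S-shScram to C-shScram, 19 from C-shScram to C-shNPAS4 and 19 from S-shNPAS4 to C-shNPAS4. Tac1 and Penk lie in 2 groups each and are counted in both where they pass, so these sums are not numbers of distinct genes. With more mismatches allowed, shNpas4 matched 3 genes at 2 mismatches, and shNpas4-2 matched 2 genes at 1 mismatch and 5 at 2. The cause of the reversals was not tested. Depth is unknown, and each condition is 1 library.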

Differences from the paper's values

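The paper's text gives 332 DEGs for the Drd2+ cluster after cocaine conditioning. In the entries used here, MSN_Drd2+_1 has 74 genes from S-shScram to C-shScram and 122 from C-shScram to C-shNPAS4, at the paper's thresholds. Both alternatives are stricter and can only lower these counts, so they say nothing about the gap. They gave 31 and 56 genes at an absolute log2 fold change above 0.25, and 74 and 122 at an FDR below 0.001. All are still more than 1.5 times below the paper's number. The paper's wording leaves open which comparison is meant. For the knockdown virus after saline the paper gives 334 genes, and the entries used here hold 266 for MSN_Drd2+_1, or 158 at an absolute log2 fold change above 0.25. The numbers printed on the bars of Fig. 6D sum to the counts used here for the comparisons from S-shScram to C-shScram and from S-shNPAS4 to C-shNPAS4, and to 1 gene more than here in each of the 2 comparisons between viruses. The larger gaps to the numbers in the paper's text are thus also gaps between that text and Fig. 6D.

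The paper states 52743 cells after its filters, and the barcode lists hold 10975172 entries, which is also the count of entries in place of distinct barcodes. It states 21516 genes in its matrix, and the feature list holds 55404. These pairs are at different stages of processing: the lists precede the study's filters.

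In the discussion the paper reports no loss of Penk in cocaine-conditioned mice with the knockdown virus. In the study's table Penk has -0.26 from S-shNPAS4 to C-shNPAS4 in MSN_Drd2+_1, and -0.25 from S-shScram to C-shScram, so it is listed as lower after cocaine with either virus. It also has 0.28 from S-shScram to S-shNPAS4 and 0.26 from C-shScram to C-shNPAS4, so relative to S-shScram the changes with cocaine and with the knockdown virus are of about equal size and opposite sign, and set against S-shScram the paper's statement and these values go the same way. Among the genes that the paper names for the knockdown virus after saline in D2-MSNs, Penk (0.28) and Cacna1h (-0.22) are listed for MSN_Drd2+_1, and Cartpt and Camkv are not among the entries used here for that comparison. They are listed from S-shNPAS4 to C-shNPAS4, with 0.25 and 0.24, and Cartpt also from C-shScram to C-shNPAS4, with 0.22. Tac1, given in the paper as lower after cocaine, has -0.42 in MSN_Drd2+_1 from S-shNPAS4 to C-shNPAS4 and -0.27 in MSN_Drd1+_1 from S-shScram to C-shScram. From S-shScram to C-shScram it is not among the entries of MSN_Drd2+_1 used here. Fig. S6A places Eef1a2 on the higher side of the comparison from S-shNPAS4 to C-shNPAS4 in D1-MSNs, and the table gives -0.22.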

Other observations

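The paper reports that most DEGs shared by D1- and D2-MSNs changed alike, and the following genes give values for both clusters. Lrtm1, a gene of a leucine-rich repeat membrane protein, had 0.40 in MSN_Drd2+_1 and 0.40 in MSN_Drd1+_1 from S-shScram to C-shScram, and 0.66 and 0.72 from S-shNPAS4 to C-shNPAS4. Ctnna3, an alpha catenin gene, had 0.48 and 0.45 in the latter comparison, 0.33 and 0.24 from S-shScram to C-shScram, and 0.25 and 0.34 from C-shScram to C-shNPAS4. From C-shScram to C-shNPAS4, the lowest gene of MSN_Drd2+_1 was Gm47283 with -0.59, and it had -0.54 in MSN_Drd1+_1. Pisd had -0.32 and -0.32, and Ndufa6, a subunit of complex I, -0.29 and -0.32. These are the study's values and come from comparisons of 2 libraries.

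The heat shock genes Hsp90ab1 and Hsp90aa1 were listed as higher in MSN_Drd2+_1 with the knockdown virus after saline, with 0.88 and 0.81, against 0.34 and 0.39 in MSN_Drd1+_1. With the knockdown virus after cocaine they had 0.73 and 0.33 in MSN_Drd2+_1, and Hsp90ab1 had 0.45 in MSN_Drd1+_1. From S-shNPAS4 to C-shNPAS4, Hsp90ab1 and Hsp90aa1 had -0.44 and -0.54 in MSN_Drd2+_1. Lingo2, a leucine-rich repeat gene of neurons, had the highest value of MSN_Drd2+_1 from S-shScram to S-shNPAS4, 1.37. It had 0.49 there from C-shScram to C-shNPAS4 and -0.81 from S-shNPAS4 to C-shNPAS4, and is not among the entries of MSN_Drd1+_1 used here. Ntm and Cntn4, genes of cell adhesion molecules, were listed as lower after saline, with -0.47 and -0.42 in MSN_Drd2+_1 and -0.33 and -0.35 in MSN_Drd1+_1, while Pcdh15, another such gene, was listed as higher in MSN_Drd2+_1 with 0.42. Among the immediate early genes of the fixed list, Junb was the only one listed in either cluster, with -0.22 from S-shScram to C-shScram in MSN_Drd2+_1.

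Egfp was also listed between libraries with the same scrambled virus, with -0.24 in MSN_Drd2+_1, -0.21 in MSN_Drd1+_1, 0.21 in MSN_Drd1+_2 and -0.42 in MSN_Grm8+_1 from S-shScram to C-shScram. The MSN_Drd3+_1 cluster of the earlier experiment (Fig. 2F) had the highest share of high Npas4 among Npas4+ nuclei in the home cage, 10 of 19 (52.6%), and 4 of 7 (57.1%) after cocaine.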
